# Global and local perturbation of the tomato microRNA pathway by a *trans*-activated *DICER-LIKE 1* mutant

**DOI:** 10.1093/jxb/ert428

**Published:** 2013-12-27

**Authors:** Michael Kravchik, Ramanjulu Sunkar, Subha Damodharan, Ran Stav, Matat Zohar, Tal Isaacson, Tzahi Arazi

**Keywords:** Carotenoid, DCL1, leaf, miRNA, mutant, petal, tomato.

## Abstract

DICER-like 1 (DCL1) is a major player in microRNA (miRNA) biogenesis and accordingly, its few known loss-of-function mutants are either lethal or display arrested development. Consequently, generation of *dcl1* mutants by reverse genetics and functional analysis of DCL1 in late-developing organs are challenging. Here, these challenges were resolved through the unique use of *trans*-activated RNA interference. Global, as well as organ-specific tomato *DCL1* (*SlDCL1*) silencing was induced by crossing the generated responder line (*OP:SlDCL1IR*) with the appropriate driver line. Constitutive *trans*-activation knocked down *SlDCL1* levels by ~95%, resulting in severe abnormalities including post-germination growth arrest accompanied by decreased miRNA and 21-nucleotide small RNA levels, but prominently elevated levels of 22-nucleotide small RNAs. The increase in the 22-nucleotide small RNAs was correlated with specific up-regulation of *SlDCL2b* and *SlDCL2d*, which are probably involved in their biogenesis. Leaf- and flower-specific *OP:SlDCL1IR trans*-activation inhibited blade outgrowth, induced premature bud senescence and produced pale petals, respectively, emphasizing the importance of *SlDCL1*-dependent small RNAs in these processes. Together, these results establish *OP:SlDCL1IR* as an efficient tool for analysing processes regulated by *SlDCL1*-mediated gene regulation in tomato.

## Introduction

Small RNAs, ranging from 20 to 24 nucleotides (nt) in size, have many key functions in plants, particularly in genome stability, regulation of gene expression, and defence by directing sequence-specific repression of target RNAs (Chen, 2009; Axtell, 2013*a*). Plant microRNAs (miRNAs) constitute a major class of endogenous small RNAs that have emerged as important post-transcriptional regulators of plant development, stress responses, and nutrient homeostasis (Jones-Rhoades *et al.*, 2006; de Lima *et al.*, 2012; Sunkar *et al.*, 2012). In contrast to small interfering RNAs (siRNAs), which are generated via processing of long double-stranded RNA precursors with perfect complementarity, miRNAs are processed from a single-stranded RNA precursor transcript or pri-miRNA that can form imperfect fold-back structures (Reinhart *et al.*, 2002).

The diversification of small RNA pathways in plants can be attributed in part to specific DICER-like (DCL) proteins that specialize in the production of distinct small RNAs. Four types of DCLs are present in all angiosperms (Margis *et al.*, 2006). Among them, the product of *DCL1*, also termed *SHORT INTEGUMENTS1* (*SIN1*)/*SUSPENSOR1* (*SUS1*)*/CARPEL FACTORY* (*CAF*) (Robinson-Beers *et al.*, 1992; Jacobsen *et al.*, 1999; McElver *et al.*, 2001; Schauer *et al.*, 2002), catalyses the formation of predominantly 20- to 22-nt canonical miRNAs (Park *et al.*, 2002; Reinhart *et al.*, 2002; Kurihara and Watanabe, 2004). In addition, certain inverted repeat-derived siRNAs and secondary siRNAs—including *trans*-acting siRNAs (ta-siRNAs), natural antisense siRNAs, and phased siRNAs—which do not derive from fold-back structures but arise from transcripts targeted by miRNAs, also depend on DCL1 for their accumulation (Allen *et al.*, 2005; Borsani *et al.*, 2005; Henderson *et al.*, 2006; Li *et al.*, 2012*b*; Shivaprasad *et al.*, 2012). Moreover, DCL1 was found to contribute to the silencing of a subset of transposons, apparently through an effect on DNA methylation (Laubinger *et al.*, 2010). DCL2 catalyses the formation of 22-nt siRNAs and 22- to 24-nt natural antisense siRNAs (Xie *et al.*, 2004; Borsani *et al.*, 2005; Deleris *et al.*, 2006). DCL3 is responsible for the processing of 24-nt heterochromatin-associated siRNAs (hc-siRNAs) and long miRNAs (Xie *et al.*, 2004; Qi *et al.*, 2005; Wu *et al.*, 2010). DCL4 sequentially processes 21-nt secondary siRNAs including ta-siRNAs and other phased siRNAs, and is required for the production of several *Arabidopsis thaliana* miRNAs such as miR822 and miR839 (Xie *et al.*, 2004; Gasciolli *et al.*, 2005; Rajagopalan *et al.*, 2006; Howell *et al.*, 2007).

To date, *dcl1* loss-of-function mutants have been isolated from *Arabidopsis*, *Oryza sativa*, and the moss *Physcomitrella patens* (Schauer *et al.*, 2002; Liu *et al.*, 2005; Khraiwesh *et al.*, 2010). In *Arabidopsis*, null *dcl1* alleles (*sus1*) are embryo lethal (Castle *et al.*, 1993). In addition, several hypomorphic *dcl1* mutants have been described, such as *dcl1-7* (*sin 1-1*) and *dcl1-9* (*caf*), which show pleiotropic developmental phenotypes due to reduced miRNA levels (Robinson-Beers *et al.*, 1992; Jacobsen *et al.*, 1999; Park *et al.*, 2002). *Physcomitrella* harbours two DCL1-like proteins, PpDCL1a and PpDCL1b. Deletion of *PpDCL1a* but not *PpDCL1b* drastically reduced miRNA levels, indicating its functional equivalence to AtDCL1. *ΔPpDCL1*a-null mutants showed developmental defects and abnormalities in cell size and shape; their growth was severely retarded and they were developmentally arrested at the filamentous protonema stage (Khraiwesh *et al.*, 2010). In rice, a DCL1 loss-of-function mutant (*OsDCL1IR*) was generated by RNA interference (RNAi). Silenced plants had reduced levels of miRNAs, developed severe dwarfism, rolled and curly leaves, and tortuous shoots, and were arrested at the young seedling stage (Liu *et al.*, 2005). The lethality and severe growth arrest associated with *dcl1* loss-of-function mutants prevents their functional characterization at late developmental stages. It also impedes the generation of *dcl1* loss-of-function mutants by reverse genetics in plants whose transformation includes a regeneration phase in tissue culture. For example, attempts to stably silence *Nicotiana attenuata DCL1* by RNAi have failed due to lethality of the regenerated transformants (Bozorov *et al.*, 2012).

*Solanum lycopersicum* (tomato) is one of the most important crops in the fresh vegetable market and the food-processing industry, and is a good model for crop species with fleshy berry fruits (Giovannoni, 2001). Deep sequencing of small RNAs from various tomato tissues has revealed the presence of a complex population of small RNAs, including miRNAs (Moxon *et al.*, 2008; Li *et al.*, 2012*b*; Shivaprasad *et al.*, 2012; Axtell, 2013*b*). Recently, a tomato *dcl4* mutant has been described, demonstrating its function in the biogenesis of ta-siRNAs and their involvement in the regulation of lamina expansion during compound leaf development (Yifhar *et al.*, 2012). The functions of other tomato DCLs, including DCL1, remain unstudied.

In the current study, a *trans*-activated RNAi approach was employed to silence tomato DCL1 (*SlDCL1*) globally or in specific organs, and the resulting mutants were utilized to investigate SlDCL1 functions in small RNA biogenesis and development.

## Materials and methods

### Plant material and growth conditions

The tomato (*S. lycopersicum*) cv. M82 driver lines *35S:LhG4*, *FIL:LhG4* (Lifschitz *et al.*, 2006), *AP1:LhG4*, and *AP3:LhG4* (Fernandez *et al.*, 2009; Hendelman *et al.*, 2013*a*) are described elsewhere. Tomato plants were grown under greenhouse conditions with temperatures ranging between 15 °C and 30 °C in a tuff–peat mix with nutrients, using 4 litre pots. Germination and seedling growth took place in a growth chamber with a 16h light period and 8h dark period (photosynthetic photon flux density: 50–70 μmol m^–2^ s^–1^) at a constant temperature of 24 °C. For crosses, closed flowers were emasculated by removal of the petals and stamens and hand pollinated with the pollen of an appropriate homozygous driver line.

### Sequencing of full-length *SlDCL1* and *SlDCL2a*, *b*, and *d* 5′-untranslated regions (UTRs)

To determine the full-length sequence of *SlDCL1*, total RNA was extracted from tomato cv. M82 flowers at anthesis as described below and a 3′ and 5′ RNA ligase-mediated rapid amplification of cDNA ends (RLM-RACE) procedure was performed on this RNA. The partial *Solyc10g005130* sequence was used to design gene-specific primers (all primer sequences are given in Supplementary Table S1 available at *JXB* online) as follows: for the 5′ end, SlDCL1-5′-RACE and SlDCL1-5′-RACE-nested; for the 3′ end, SlDCL1-3′-RACE and SlDCL1-3′-RACE-nested. The resulting amplified products were gel-purified, cloned, and sequenced. After assembling the full-length sequence of *SlDCL1*, its 5′ (nt 86–2685) and overlapping 3′ (nt 2481–6168) cDNA sequences were PCR-amplified with SlDCL1_F_XhoI and SlDCL1_R_2685, and SlDCL1_F_2481 and SlDCL1_R_6168, respectively, and sequenced. The 5′ UTR of *SlDCL2b* (*Solyc11g008540*) was determined by RLM-RACE of total flower RNA with SlDCL2b-5′-RACE and SlDCL2b-5′-RACE-nested primers. On the basis of their sequence, the 5′ UTRs of *SlDCL2a* (*Solyc06g048960*) and *SlDCL2d* (*Solyc11g008530*) were determined by PCR on flower cDNA with the primer pairs SlDCL2a_F_28 and qRT-SlDCL2a_R, and SlDCL2d_R_280 and qRT-SlDCL2d_F, respectively. Amplified products were then gel-purified and sequenced directly.

### Plasmid construction

For the *SlDCL1IR* RNAi reporter construct, a 674bp *SlDCL1* sequence composed of 264bp and 410bp of its promoter and cDNA, respectively, was amplified by two-step PCR. The primers SlDCL1IRDNA_F, which contains *Sal*I and *Pst*I sites at its 5′ end, and SlDCL1IRDNA_R were used to amplify the promoter sequence. Primers SlDCL1IRRNA_F and SlDCL1IRRNA_R, which contains *Hin*dIII*/Eco*RI sites at its 5′ end, were used to amplify an overlapping fragment that contained the cDNA sequence. Then the 674bp product was assembled by using the amplified fragments as a template for PCR with primer pair SlDCL1IRDNA_F and SlDCL1IRRNA_R. The amplified assembled fragment was restricted with either *Pst*I/*Eco*RI or *Sal*I/*Hin*dIII and cloned in sense and antisense orientation, respectively, around the first intron of the *Arabidopsis AKT1* gene to generate max2intpFLAP-SlDCL1IR. Following sequence validation, the max2intpFLAP-SlDCL1IR *Xho*I fragment was mobilized into the *Xho*I site of the OP-TATA-BJ36 shuttle vector between an *OP* array (Moore *et al.*, 1998) and *Agrobacterium tumefaciens* octopine synthase terminator (OCS) to generate OP:SlDCL1IR. Following orientation validation, the *Not*I fragment of the OP:SlDCL1IR vector was mobilized into the binary vector pART27 to generate pART27-OP:SlDCL1IR.

### Transformation of tomato plants

The binary vector pART27-OP:SlDCL1IR was transformed into tomato cv. M82 as described previously (Hendelman *et al.*, 2013*a*). Transgenic progeny were selected by germinating sterilized seeds on selective medium [1× Murashige and Skoog (MS) medium, 3% (w/v) sucrose, 100mg l^–1^ kanamycin], where only transgenic seedlings developed a branched root system. Further validation was performed by PCR of genomic DNA with the primer pair pFlap_intron_F and OCS_rev to detect the *OP:SlDCL1IR* transgene.

### Total RNA extraction and small RNA gel-blot analysis

Total RNA was isolated from tomato tissues as described previously (Hendelman *et al.*, 2013*a*). Blot hybridization analysis was performed according to Stav *et al.* (2010). Radiolabelled probes were made by 5′-end-labelling DNA oligonucleotides complementary to the corresponding small RNA sequences (probe sequences are listed in Supplementary Table S1 available at *JXB* online) with [γ-^32^P]ATP by means of T4 polynucleotide kinase (New England Biolabs, Ipswich, MA, USA). Blots were pre-hybridized and hybridized with EZ-hybridization solution (Biological Industries, Bet-Haemek, Israel). Hybridization was performed at 40 °C overnight. Blots were washed three times at 50 °C with washing buffer (2× SSC, 0.1% SDS) and autoradiographed using a phosphoimager (Fuji).

### Real-time quantitative PCR (qRT-PCR) analyses

Total RNA was extracted from the indicated tomato tissues as described above. DNase treatment, concentration determination, preparation of cDNA from 1 μg of total RNA, and real-time quantitative PCR were performed as described in Hendelman *et al.* (2013*b*). The relative expression levels of all transcripts were calculated using the two standard curve method normalized to *TIP41* or *CAC* as reference genes.

### Small RNA libraries constructions, sequencing, and bioinformatic analyses

Total RNA was extracted from shoots of control (*35S:LhG4*) and *SlDCL1*-silenced (*35S>>SlDCL1*) seedlings 14 d after sowing (two biological replicates per genotype combined from 12 seedlings each) using Bio-TRI RNA reagent (Bio-Lab, Jerusalem, Israel) according to the manufacturer’s protocol. Extracted RNA samples were used to construct two control and two *SlDCL1*-silenced small RNA libraries (Supplementary Table S2 available at *JXB* online) using the TruSeq small RNA kit (Illumina, San Diego, CA, USA) as described by the manufacturer, and submitted to sequencing on an Illumina HiSeq 2000 analyser. Sequencing was performed by Illumina. The data for this article have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE51959. The small RNA sequences from all sequenced libraries were parsed, mapped, quantified, and managed using The Cache ASsisted Hash Search with Xor logic (CASHX) Pipeline (release 2.3) (Fahlgren *et al.*, 2009). All reads were mapped to the tomato genome (SGN release version SL2.40; http://solgenomics.net/organism/Solanum_lycopersicum/genome) and perfectly matching reads in the size range of 18–26 nt were retained. The small RNA CASHX database was annotated with the Repeats Master version 5.0 (ftp://ftp.solgenomics.net/tomato_genome/repeats/), Plant snoRNAs Database (version 1.2; http://bioinf.scri.sari.ac.uk/cgi-bin/plant_snorna/home), SILVA rRNA database (http://www.arb-silva.de/), miRbase (release 19, http://www.mirbase.org/), and the tomato genome annotation (SGN release version ITAG2.3; ftp://ftp.solgenomics.net/tomato_genome/annotation/ITAG2.3_release/). After annotation, only ‘clean’ reads not matching tRNAs, rRNAs, small nuclear RNAs (snRNAs), or small nucleolar RNAs (snoRNAs) were used for further analysis. For all small RNA data analyses, clean reads from both biological replicates were used. The differential expression between control and *SlDCL1*-silenced clean small RNAs (two biological replicates per genotype) was performed by the analysis of digital gene expression data in the R (EdgeR) package (version 3.07) (Robinson *et al.*, 2010). By using this package, first low count reads were removed in each library by retaining reads with at least 1 count per million in at least three samples. Then normalization factors were calculated, effective library sizes were estimated by using normalization factors, fitted according to the Negative Binomial model, estimates of common dispersions were made, and differential expression tests were performed. The resultant *P*-values were adjusted for false discovery rate (FDR) and only adjusted *P*-values <0.05 were considered statistically significant. Cluster analysis of clean reads against the tomato genome was performed using the ShortStack software tool (version 0.4.1) (Axtell, 2013*b*) with options -mindepth=10 and -inv. The Inv file was generated from the tomato SL2.40 genome by einverted (EMBOSS 6.3.1) with option -maxrepeat 10000. Clean small RNAs from both biological replicates of each genotype were used as input to the ShortStack pipeline.

### Carotenoid determination in petals

Total pigments from petals at anthesis (~100mg) were extracted with acetone. Acetone samples were dried under a stream of N_2_ and dissolved in 450 μl of ethanol. Then, 50 μl of 60% KOH (w/v) were added and samples were incubated in the dark for 16h at 4 °C for saponification. Saponified samples were mixed gently with 0.5ml of diethyl ether and 0.1ml of 12% (w/v) NaCl/H_2_O. The upper phase was collected and dried under a stream of N_2_ and dissolved in acetone for further analysis. Total carotenoid content was determined spectroscopically at 440nm using an extinction coefficient of 2400 (Schiedt and Liaaen-Jensen, 1995). For identification, carotenoids were separated by reverse-phase high performance liquid chromatography (RP-HPLC) using a Waters 600 system (Waters, Milford, MA, USA) and a Spherisorb ODS2 C18 column (silica 5 μm, 3.2 mm×250mm) (Phenomenex, Torrance, CA, USA). The mobile phase consisted of acetonitrile:water (9:1; A) and ethylacetate (B), at a constant flow rate of 1.6ml min^–1^. The gradient was: 100% to 80% A during 8min; 80% to 65% A during 4min; followed by 65% to 45% A during 14min; and a final segment of 7min at 100% B. Spectra at the wavelength range of 250–700nm of eluting HPLC solvent were recorded and absorption peaks were detected. Carotenoids were identified by their absorption spectra and retention time.

## Results

### Generation of a reporter line that is able to silence the tomato *DCL1* homologue upon *trans*-activation

The full-length sequence of the tomato *DCL1* homologue was determined (*SlDCL1*; GenBank accession no. JX962774). Sequence analysis suggested that it is targeted by sly-miR162, similar to *AtDCL1* mRNA (Xie *et al.*, 2003), and encodes a DCL1-like protein (Supplementary Fig. S1A available at *JXB* online). Analysis of published RNA sequencing data indicated that *SlDCL1* is expressed at similar levels in vegetative and reproductive organs, with maximum expression in the root and minimum expression in breaking fruit (Tomato Genome Consortium, 2012) (Supplementary Fig. S1B available at *JXB* online).

In the absence of a tomato *dcl1* mutant, its function was addressed by silencing it in transgenic tomato. However, plant *dcl1* loss-of-function mutants are likely to be either lethal or arrested during early development (Errampalli *et al.*, 1991; Castle *et al.*, 1993; Liu *et al.*, 2005). To overcome this problem, a *trans*-activated RNAi was employed via the OP/LhG4 transcription factor system. A responder RNAi construct (*OP:SlDCL1IR*) that spanned the transcriptional start site of *SlDCL1* was constructed with the intention of improving knockdown efficiency by invoking post-transcriptional as well as transcriptional silencing of *SlDCL1* (Fig. 1A; Supplementary Fig. S1A available at *JXB* online). Following *OP:SlDCL1IR* transformation into M82 tomato and characterization of regenerated transgenic responder plants, the *OP:SlDCL1IR-13* responder line (hereafter *OP:SlDCL1IR*) was selected for further analysis because *SlDCL1* was almost completely silenced (~5% of control plants) in its *trans-*activated F_1_ progeny (*35S*>>*SlDCL1IR*) (Fig. 1B). The strong silencing was associated with the accumulation of siRNAs that matched *SlDCL1* mRNA as well as its putative promoter (Fig. 1C), demonstrating the functionality of the RNAi construct and the usefulness of *trans*-activation for *DCL1* silencing. 

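Small RNAs of the *SlDCL1IR* RNAi sequence were counted in 2 *35S:LhG4* control libraries and 2 *35S>>SlDCL1IR* libraries, for which the paper gives the seedlings as 14 d after sowing in its methods and as 28 d after sowing in the legends of Fig. 1. Table S6 of the paper classes 31 small RNA sequences as RNAi. These 31 sequences had 210 and 4 clean reads in control replicates 1 and 2, and 8486 and 9321 clean reads in *35S>>SlDCL1IR* replicates 1 and 2. This was 86.1 and 1.40 RPM in the control libraries and 4489 and 4424 RPM in the silenced libraries. The mean was 43.7 ± 59.9 RPM (SD, n = 2) in control and 4456 ± 45.9 RPM (SD, n = 2) in *35S>>SlDCL1IR*, a 101.9-fold difference of the means. The exact permutation test gave p = 0.333, the smallest p that 2 libraries against 2 allow. The summed reads had a log2 fold change of 6.51 (standard error 0.36, adjusted p = 2.8e-69 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 31 are up-regulated rows of Table S6, from these same libraries, so that direction and p-value were largely fixed by the choice. Table S6 requires at least 1 CPM in at least 3 libraries, so that siRNAs without control reads are not among the 31. The log2 fold change was 7.37 with the replicate number as a block. With a control library left out, it was 11.3 without replicate 1, which held most of the control reads, and 5.52 without replicate 2. Of the reads of the 31 sequences in the silenced libraries, 75.1% were 21 nt and 22.7% were 22 nt long. Where on the *SlDCL1* mRNA or promoter each siRNA lies was not analysed here, because the sequence of the locus is not in the files analysed here. From the strong silencing together with siRNAs that match the mRNA and the promoter, the paper concludes that the RNAi construct is functional.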

In agreement with DCL1 being the primary producer of canonical miRNAs (Park *et al.*, 2002; Kurihara and Watanabe, 2004), northern blots of *35S>>SlDCL1IR* seedlings revealed decreased levels of several known tomato miRNAs, but no significant change in the levels of type III fold-back transposon anionic peroxidase inverted repeat (TAPIR)-derived heterochromatic siRNA (Moxon *et al.*, 2008) (Fig. 1D). Consistent with the down-regulation of miRNAs, corresponding target mRNA levels increased significantly (Fig. 1E). In accordance with the perturbation of their miRNA pathway, the *35S>>SlDCL1IR* seedlings could only germinate in tissue culture, had narrow cotyledons, and their development was arrested at the first to third true leaf primordium stage (Fig. 2).

**Fig. 1.**
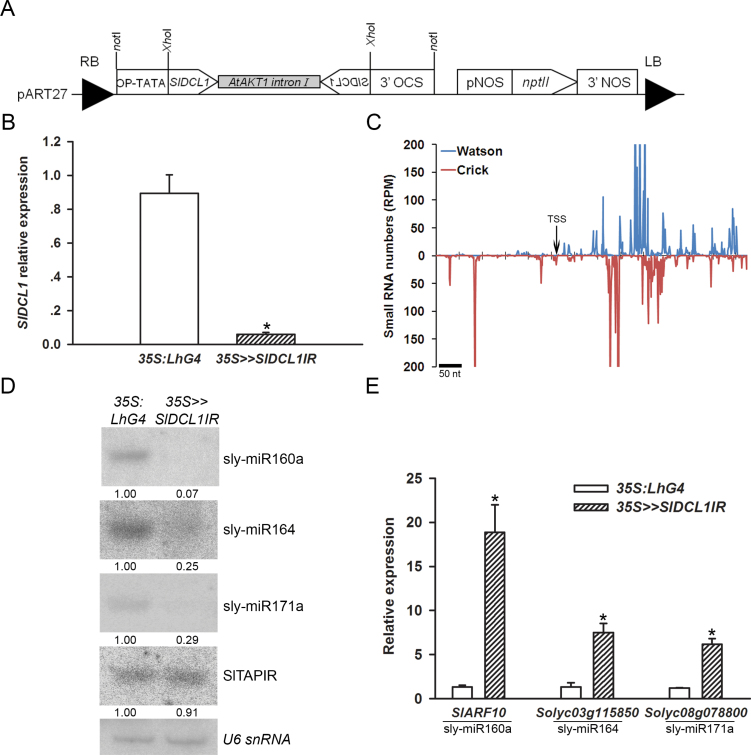
Molecular characterization of 35S>>*SlDCL1IR* plants. (A) Schematic representation of the binary responder *SlDCL1* RNAi (pART27-OP:SlDCL1IR) construct. (B) Quantitative RT-PCR analysis of *SlDCL1* transcript in 35S>>*SlDCL1IR* seedlings 28 d after sowing. Primers were designed around the miR162 complementary site, and *TIP41* expression values were used for normalization. Data are means ±SD of three independent biological repeats, each measured in triplicate. An asterisk indicates a significant difference as determined by Student’s *t*-test (*P* ≤ 0.01). (C) Schematic of siRNA accumulation at the *SlDCL1IR* RNAi sequence. The siRNA sequences were determined by deep sequencing of the seedling RNA used for qRT-PCR analysis in B. The normalized abundances of siRNAs were plotted relative to the sequence used for RNAi (Supplementary Table S1 available at *JXB* online) as a function of the positions of their 5′ ends. Maximum normalized reads per million (RPM) were set at 200/–200 to enable the visualization of relatively low abundance siRNAs. TSS, transcription start site as determined by RACE. (D) RNA gel-blot analysis of small RNAs in the RNA samples analysed in B. The total RNA (2.5 μg) was hybridized with the indicated small RNA antisense probe. An antisense probe for *U6* snRNA served as a loading control. Small RNA expression was normalized to *U6* snRNA, and levels are indicated below each panel. (E) qRT-PCR analysis of miRNA target transcripts in the RNA samples analysed in B. The corresponding miRNA is shown below each target mRNA. *TIP41* expression values were used for normalization. Error bars indicate ±SD of three biological replicates, each measured in triplicate. Asterisks indicate significant difference as determined by Student’s *t*-test (*P* ≤ 0.01).

**Fig. 2.**
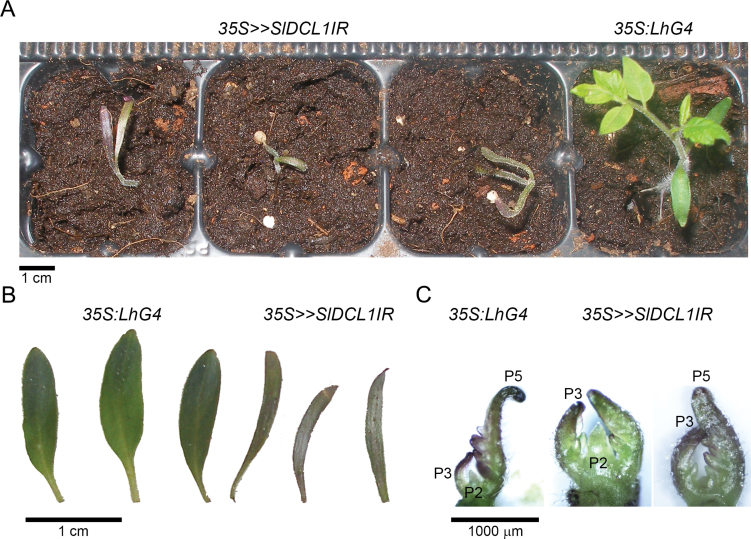
Phenotypic characterization of *35S>>SlDCL1IR* seedlings. (A–C) Phenotypes of control (*35S:LhG4*) and *35S>>SlDCL1IR* plants. (A) Seedlings at 28 d after sowing. (B) A magnified view of cotyledons from the seedlings in A. (C) A magnified view of shoot apices from the seedlings in A.

### Small RNAs that depend on *SlDCL1* for their biogenesis

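Total RNA came from shoots of control (*35S:LhG4*, which express the LhG4 driver without the RNAi responder) and *35S>>SlDCL1IR* seedlings 14 d after sowing, with 2 biological replicates per genotype, each combined from 12 seedlings. Small RNA libraries were made with the TruSeq small RNA kit and sequenced on an Illumina HiSeq. The authors kept reads of 18 to 26 nt with a perfect match to the tomato genome, removed those that match tRNA, rRNA, snRNA or snoRNA, and deposited, for each library, the number of clean reads of each distinct sequence and the same number in RPM. The clean reads came to 2440408 and 2865443 in control replicates 1 and 2, and to 1890604 and 2107116 in *35S>>SlDCL1IR* replicates 1 and 2. A single read was worth between 0.349 and 0.529 RPM, and 3 reads, taken as the smallest abundance a library can show, between 1.05 and 1.59 RPM. Over all libraries there were 2988580 distinct sequences. The deposited counts were used without change. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization on the 56084 sequences with at least 1 CPM in at least 3 libraries. Differences of at least 2-fold with a Benjamini-Hochberg FDR of at most 0.05 were counted, following the limits that the paper states. Fold changes are given as *35S>>SlDCL1IR* over control. Single values per library, such as shares of reads, were compared by an exact permutation test, which cannot give a p below 0.333 with 2 libraries against 2 (2 of 6 splits). Replicates of both genotypes carry the numbers 1 and 2 in the labels. A fit with the replicate number as a block was therefore run beside the main fit and beside that of the summed RNAi siRNAs. Deviations from the group means had a correlation of 0.030 between libraries with the same number, over the 56084 sequences. With 2 libraries per genotype, the value for different numbers (-0.030) is fixed as its opposite and is not a separate comparison.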

To determine the effect of *SlDCL1* silencing on global small RNA metabolism in tomato, the small RNA populations of control and *35S>>SlDCL1IR* seedlings were compared using Illumina sequencing by synthesis technology. Two small RNA libraries, representing biological replicates, were prepared and sequenced from each genotype, generating >19 million raw reads in total (Supplementary Table S2 available at *JXB* online). For the analyses presented here, only sequences that were 18–26 nt in length were used. Depending on the library, read representation was between 6 and 4 million, from which ~70% matched the published tomato genome. Around 30% of the matched reads originated from tRNA, rRNA, snRNA, and snoRNA sequences. The remaining genome-matched reads (referred to as clean reads hereafter) were used for further analysis and represented ~1 million distinct tomato small RNA sequences (Supplementary Table S2 available at *JXB* online). 

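Control replicates 1 and 2 held 899019 and 1139600 distinct clean sequences, and *35S>>SlDCL1IR* replicates 1 and 2 held 854896 and 923666, a mean of 954295 ± 126770 (SD, n = 4 libraries). Of the distinct sequences, 602770 and 822542 in the control libraries and 631604 and 697592 in the silenced libraries were represented by a single read.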

The abundance of small RNAs was calculated as reads per million (RPM). After processing, clean small RNAs were annotated as described in the Materials and methods (Supplementary Table S3 available at *JXB* online).

Consistent with the distribution of small RNA sizes that is typically observed in rice and *Arabidopsis* (Kasschau *et al.*, 2007; Wu *et al.*, 2010), in *35S:LhG4*, the 24-nt small RNAs accounted for 45% of the population, making them the most abundant size class, with 21-nt small RNAs forming a secondary peak (Fig. 3A). 

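In the control libraries, 24-nt small RNAs made up 44.93% and 45.53% of the clean reads (mean 45.23 ± 0.42%, SD, n = 2), with 95% Wilson intervals of 44.87% to 44.99% and 45.47% to 45.59%. The 21-nt small RNAs made up 21.40 ± 0.36% (SD, n = 2), the 23-nt small RNAs 13.86 ± 0.16% and the 22-nt small RNAs 11.83 ± 0.23%. Each of the other sizes from 18 to 26 nt held at most 2.47% of the reads. In *35S>>SlDCL1IR*, the 24-nt share was 48.30 ± 1.45% (SD, n = 2), which is 3.07 percentage points higher, with an exact permutation p = 0.333. Without the listed miRNAs of Table S6 in the reads, this difference was -0.27 percentage points.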

Compared with *35S:LhG4* control seedlings, in *35S>>SlDCL1IR*, the 21-nt size class was under-represented, whereas the 22-nt size class was over-represented (Fig. 3A), but a significant change in diversity was not observed (Fig. 3B). 

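The 21-nt share of the clean reads was 21.65% and 21.14% in the control libraries (mean 21.40 ± 0.36%, SD, n = 2) and 15.14% and 16.47% in *35S>>SlDCL1IR* (15.80 ± 0.94%, SD, n = 2), a difference of -5.59 percentage points. The 22-nt share was 12.00% and 11.67% in control (11.83 ± 0.23%, SD, n = 2) and 13.95% and 15.11% in *35S>>SlDCL1IR* (14.53 ± 0.83%, SD, n = 2), a difference of 2.70 percentage points. Both differences were larger than the spread between replicates, and each had the exact permutation p = 0.333 that is the smallest for 2 libraries against 2. At these depths the 95% Wilson interval of a single library's 21-nt share spanned at most from 21.60% to 21.71%, and 21-nt reads numbered between 286180 and 605704 per library. Among distinct sequences, the 21-nt share was 6.96 ± 0.23% in control and 8.05 ± 0.13% in *35S>>SlDCL1IR* (SD, n = 2), and the 22-nt share was 6.88 ± 0.15% and 8.67 ± 0.02%. The differences of 1.08 and 1.79 percentage points among distinct sequences also had an exact permutation p = 0.333. The largest difference among distinct sequences was at 23 nt, with 20.25 ± 0.17% in control and 16.47 ± 0.21% in *35S>>SlDCL1IR* (SD, n = 2). It was -3.78 percentage points, with an exact permutation p = 0.333. The 5 sequences that each made up more than 1% of a library moved the 21-nt difference most. Without them, it was -0.39 percentage points, while that at 22 nt was 2.18 percentage points.

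**Figure D1:**
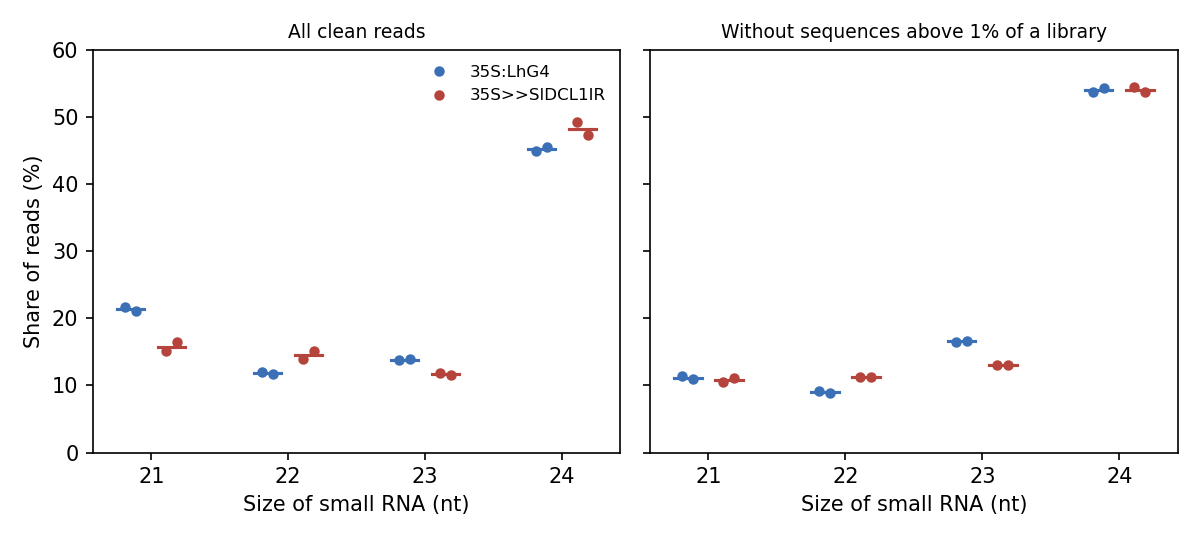
Share of clean reads (%) of 21 to 24 nt in each library of control and *35S>>SlDCL1IR*, over all clean reads and without the 5 sequences that each make up more than 1% of a library; points are libraries and lines are means of 2. The mean 21-nt shares of 21.4% and 15.8% come to 11.2% and 10.8% without these sequences, and the 22-nt shares of 11.8% and 14.5% to 9.0% and 11.2%.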

The question then was which tomato small RNAs require *SlDCL1* for their biogenesis. EdgeR and ShortStack analyses were employed to identify the small RNAs and their producing loci, respectively, that show significantly modified expression on *SlDCL1* down-regulation (Robinson *et al.*, 2010; Axtell, 2013*b*). First, to identify and annotate the wild-type tomato small RNA clusters, the *35S:LhG4* clean small RNAs were subjected to ShortStack analysis. Then, the expression of *35S>>SlDCL1IR* clean small RNAs from identified wild-type clusters was quantified and the clusters were re-annotated accordingly. ShortStack analysis of control clean small RNAs identified 128 621 small RNA-producing clusters, of which 92 were annotated as *MIRNA*-derived clusters (Supplementary Table S4 available at *JXB* online). 

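Table S4 of the paper lists the 92 *MIRNA*-derived clusters with a mature sequence and its number of reads. For the 90 clusters with 1 mature sequence, the clean reads of that sequence in control replicates 1 and 2 were summed, and in all 90 the sum was the number in the paper's table. The 92 clusters held 69 distinct mature sequences, with 6 to 173985 control reads and a median of 106. Of these, 58 had at least 1 CPM in at least 3 libraries. The positions of clusters and the reads of the other clusters were not analysed here, since they need the genome.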

Since DCL1 is known to catalyse the formation of predominantly 21-nt RNAs (Park *et al.*, 2002; Reinhart *et al.*, 2002; Qi *et al.*, 2005), the analysis was focused on the clusters that contained significant numbers (≥25 RPM) of 21-nt small RNAs and are therefore more likely to involve SlDCL1 in their biogenesis. Only 995 clusters fulfilled this criterion, and 132 of these showed at least a 2-fold change in their 21-nt small RNA numbers upon *SlDCL1* silencing (hereafter termed DEclusters). Eighty-nine DEclusters were underexpressed in *35S>>SlDCL1IR* relative to controls (Supplementary Table S5 available at *JXB* online). Cluster_61425, which derived from the *MIR395a* locus and contained ~30-fold fewer 21-nt small RNAs in *35S>>SlDCL1IR*, showed the strongest decrease. 

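The mature sequence listed for the *MIR395a* cluster, CUGAAGUGUUUGGGGGAACUC, had 52 and 15 reads in control replicates 1 and 2 and 0 and 2 reads in *35S>>SlDCL1IR* replicates 1 and 2. In TMM-normalized CPM, this was 14.0 ± 11.6 (SD, n = 2) in control and 0.44 ± 0.62 (SD, n = 2) in *35S>>SlDCL1IR*, a 31.9-fold difference of the means that rests on 2 reads in the silenced libraries. The same sequence is listed for 3 clusters, so that its reads cannot be assigned to 1 of them. It lies below the filter of at least 1 CPM in at least 3 libraries and was not part of the main test. With at least 10 counts over the 4 libraries as the filter, its log2 fold change was -4.72 (edgeR adjusted p = 2.2e-07). With at least 5 CPM in 2 libraries, it was -4.78 (edgeR adjusted p = 0.00083). The exact permutation test of the 4 libraries gave p = 0.333, the smallest possible. The difference moved most on leaving out a control library, to 13.3-fold without replicate 1 and 50.5-fold without replicate 2. From the reads of the whole cluster, the paper ranks this cluster as the one with the strongest decrease.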

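Among the mature sequences of the 92 *MIRNA*-derived clusters, 58 distinct sequences were abundant enough to be tested. Of these, 36 were down-regulated at least 2-fold in *35S>>SlDCL1IR* (FDR at most 0.05 in edgeR's quasi-likelihood test), 4 were up-regulated and 18 were neither. The log2 fold change was below 0 for 44 of the 58 and above 0 for 14. The 4 up-regulated sequences, all 21 nt long, had log2 fold changes from 1.27 to 2.73. The rest of those above 0 were 24 nt long, apart from that of Cluster_123374 (22 nt), and none passed the threshold. In its introduction, the paper credits long miRNAs to DCL3. The other 11 of the 69 mature sequences had too few reads to be tested. A fit with the replicate number as a block also gave 36 and 4. Leaving out control replicate 2 moved the numbers most, to 27 and 3. The paper draws its conclusion from all 21-nt reads of each *MIRNA* cluster, which were not analysed here.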

As expected, MIRNA-derived small RNAs were almost exclusively down-regulated in *35S>>SlDCL1IR* seedlings, and *MIRNA*-encoding loci comprised the largest group (61%, 32/89) of underexpressed DEclusters (Supplementary Table S5 available at *JXB* online). 

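For Cluster_134922, the mature strand predicted by ShortStack, AUGGGUAGCACAAGGAUUAAUG, had 1069 and 1177 reads in control replicates 1 and 2, and the predicted miRNA star, UGAAUCCUUCGGCUAUCCAUAA, had 50 and 99. In *35S>>SlDCL1IR* replicates 1 and 2 the mature strand had 405 and 330 reads and the star 17 and 24. The mature strand was 21.4 and 11.9 times as abundant as the star in control and 23.8 and 13.8 times in *35S>>SlDCL1IR*. The star made up 4.5% of the reads of the pair in control replicate 1 (95% Wilson interval 3.4% to 5.8%) and 7.8% in control replicate 2 (6.4% to 9.4%). Both strands decreased on silencing, with log2 fold changes of -1.41 (standard error 0.28, adjusted p = 5.4e-05) for the mature strand and -1.66 (standard error 0.38, adjusted p = 0.00082) for the star in edgeR's quasi-likelihood test. Without control replicate 2, the log2 fold change of the star was -1.17 and no longer past the threshold. From the ShortStack results, the paper reports that the annotated sly-miR6027 matches the predicted miRNA star rather than the most abundant strand. In the case of sly-miR1919c, the sequence UGUCGCAGAUGACUUUCGCCC had 824 and 1231 reads in control and 207 and 235 in *35S>>SlDCL1IR*, a log2 fold change of -2.02 (standard error 0.29, edgeR adjusted p = 8.0e-10).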

The results of the ShortStack analysis also indicated that several miRBase tomato miRNAs were not the most abundant small RNAs from their hairpin precursors and corresponded either to the predicted miRNA* [sly-miR6027 (Cluster_134922), sly-miR1919a-c (1892963), sly-miR5301 (Cluster_93957)] or to an undefined pre-miRNA position [sly-miR5302 (Cluster_93957)]. In the case of sly-miR5301, the predicted miRNA was found to be a close homologue of miR482. EdgeR analysis identified 2.5% (1421 of 56 052) and 0.9% (494 of 56 052) of the relatively abundant clean small RNAs (at least 1 RPM in three libraries), that had at least 2-fold fewer or more reads (FDR ≤0.05), respectively, in *35S>>SlDCL1IR* relative to the control (Supplementary Table S6 available at *JXB* online). 

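Of the 56084 sequences tested, 1289 (2.30%) were down-regulated and 713 (1.27%) were up-regulated at least 2-fold in *35S>>SlDCL1IR* (FDR at most 0.05 in edgeR's quasi-likelihood test). Of the 713, 31 are siRNAs of the RNAi sequence, which leaves 682 (1.22% of the tested). The 5 most decreased and 5 most increased were chosen among sequences whose silenced libraries both lay on the same side of both control libraries. The largest decrease was in the 23-nt sequence CACGUAGAACACCAUGUAGGACA, with 73 and 109 reads in control and 2 and 0 in *35S>>SlDCL1IR*, a log2 fold change of -6.15 (standard error 0.61, edgeR adjusted p = 5.4e-21). The others were CAGAGAAUCCGACGGACAAACUU (log2 fold change -6.11), sly-miR9479 (-6.01), CUUGUGACCCACAAAUUCUCCCU (-5.92) and CGAGAUUUAAUAGGGUUGGGCUA (-5.73). Apart from the RNAi siRNAs, the largest increase was in the 19-nt sequence AUAUAGUGGUUUGGAAGAC, with 3 and 0 reads in control and 45 and 58 in *35S>>SlDCL1IR*, a log2 fold change of 5.16 (standard error 0.61, edgeR adjusted p = 1.7e-14). Table S6 classes this sequence as pre-miRNA. Next came AAGAAGAAUUCUGAAGACACU (log2 fold change 4.80), AUUCAUGAUCAUCAGUAGAAUCA (4.72), AAUCCAGACUGUUGAAGAAUC (4.56) and UUAUGCAGACCGGGAUUUUGAAAU (4.49). All 5 most decreased sequences start with C or G, and all 5 most increased with A or U. A general fall of reads that start with C or G cannot be told apart from a ligation bias with these libraries. With the replicate number as a block, 1195 sequences were down-regulated and 658 up-regulated. Library size without TMM factors gave 923 down-regulated and 1102 up-regulated, so that the up-regulated then outnumbered the down-regulated. The filter on low counts moved the numbers most: with at least 10 counts over the 4 libraries in its place, 3390 were down-regulated and 1947 up-regulated.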

Among the down-regulated small RNAs, many were 21–22 nt in length originating from *MIRNA* genes, but also small RNAs 23–24 nt in length, which derived from non-annotated genomic loci and not likely to be produced by SlDCL1 (Qi *et al.*, 2005), were present (Fig. 3C, D). 

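Of the 1289 down-regulated small RNAs, 312 were 21 to 22 nt long (200 of 21 nt and 112 of 22 nt), and 894 were 23 to 24 nt long (315 of 23 nt and 579 of 24 nt). The 23 to 24 nt small RNAs made up 69.4% of the down-regulated (95% Wilson interval 66.8% to 71.8%). They made up 68.5% with the replicate number as a block. Of the 56084 tested sequences, 44252 were 23 to 24 nt long, a larger share than among the down-regulated. By size, 12.0% of the tested were 23 nt and 66.9% were 24 nt, against 24.4% and 44.9% of the down-regulated. Those of 21 and 22 nt made up 6.6% and 9.5% of the tested, against 15.5% and 8.7% of the down-regulated. Of the 312 sequences of 21 to 22 nt, 310 have a row in Table S6, which classes 113 (36.5%) of the 310 as miRNA, miRNA star or pre-miRNA and gives 104 (33.5%) no class. Of the 894 sequences of 23 to 24 nt, 886 have a row, with 11 (1.24%) of the 886 in the miRNA classes and 704 (79.5%) without a class. Of these 894, 47.3% start with C or G, against 11.0% of the tested sequences of 23 to 24 nt. This pattern cannot be told apart from a ligation bias with these libraries. With DESeq2's Wald test in place of edgeR, the share of 23 to 24 nt was 64.7%, and with at least 10 counts over the 4 libraries as the filter it was 78.0%. The paper regards small RNAs of 23 to 24 nt from loci without annotation as not likely to be SlDCL1 products, citing an earlier study.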

In contrast, among the up-regulated small RNAs, most were 21–22 nt in length, derived from non-annotated genomic loci (Fig. 3C, D). 

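Among the 713 up-regulated small RNAs, 170 were 21 nt and 259 were 22 nt long, together 429 or 60.2% (95% Wilson interval 56.5% to 63.7%). Without the 31 siRNAs of the RNAi sequence, 401 of 682 (58.8%) were 21 to 22 nt long. Of the tested sequences, 6.6% were 21 nt and 9.5% were 22 nt. The share of 21 to 22 nt among the up-regulated was 60.8% with the replicate number as a block. DESeq2's Wald test gave the highest share, 73.0%, and library size without TMM factors gave the lowest, 54.6%. Of the 401 sequences, 318 have a row in Table S6, where 177 of the 318 (55.7%) have no class and 21 (6.6%) fall in the miRNA classes. The class of the other 83 is not known here. Over all sizes, Table S6 classes 27 of the up-regulated as pre-miRNA, 6 as miRNA and 1 as miRNA star, and 169 have no row. Among the down-regulated, these classes hold 104, 49 and 19, and 12 have no row.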

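All 49 sequences that Table S6 of the paper classes as down-regulated miRNAs were abundant enough to be tested, and all 49 were down-regulated at least 2-fold in edgeR's quasi-likelihood test, with adjusted p-values up to 0.033. In each of the 49, both *35S>>SlDCL1IR* libraries lay below both control libraries. The fit with the replicate number as a block also gave 49. Fewest passed when control replicate 2 was left out, in which case 37 did. The paper listed the 49 for a decrease of at least 2-fold in these same libraries, so that these results were largely fixed by the choice. Among the mature sequences of the *MIRNA* clusters, which were not chosen by their change, 36 of the 58 tested were down-regulated and 4 up-regulated. Together, the 49 miRNAs made up 10.21% and 10.81% of the clean reads in control and 3.39% and 4.44% in *35S>>SlDCL1IR*.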

In agreement with the ShortStack analysis, edgeR analysis indicated the significant down-regulation of 47 miRNAs in *35S>>SlDCL1IR* relative to controls (Supplementary Table S6 available at *JXB* online). Annotation of these miRNAs indicated that 14 were identical to miRBase, 16 were homologues of known miRNAs, and 17 represented novel miRNAs. The degree of miRNA down-regulation was 4-fold on average, but varied considerably between miRNAs, indicating differential *SlDCL1* requirement for their biogenesis (Fig. 3E).

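The mean log2 fold change of the 49 miRNAs was -2.46 ± 0.99 (SD over miRNAs, which are not independent replicates), a 5.48-fold decrease as a geometric mean. Since the 49 were listed for a decrease of at least 2-fold, this mean does not describe miRNAs in general. Over the 4 pairs of 1 control and 1 silenced library, the mean log2 fold change ranged from -2.60 to -2.17. The decreases ranged from 2.13-fold to 64.3-fold, with 31 miRNAs decreased at least 4-fold and 13 at least 8-fold. The largest was that of sly-miR9479, GAGAAUGGUAGAGGGUCGGACC, which fell from 62.9 ± 0.8 to 0.90 ± 0.59 TMM-normalized CPM (SD, n = 2). This sequence starts with G. The share of 22-nt reads that start with C or G also fell, with a log2 ratio of -0.55. Standard errors of the log2 fold changes ran from 0.28 to 0.85. sly-miR162 had a log2 fold change of -3.19 (standard error 0.30, adjusted p = 7.4e-23), sly-miR166a of -1.79 (standard error 0.31, adjusted p = 1.5e-06) and sly-miR160a of -1.33 (standard error 0.30, adjusted p = 0.00073) in edgeR's test. The mean log2 fold change was also -2.46 with the replicate number as a block. Library size without TMM factors gave -2.23, and leaving out *35S>>SlDCL1IR* replicate 2 gave -2.70. From the differences between miRNAs, the paper concludes that miRNAs differ in how much *SlDCL1* their biogenesis requires.

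**Figure D2:**
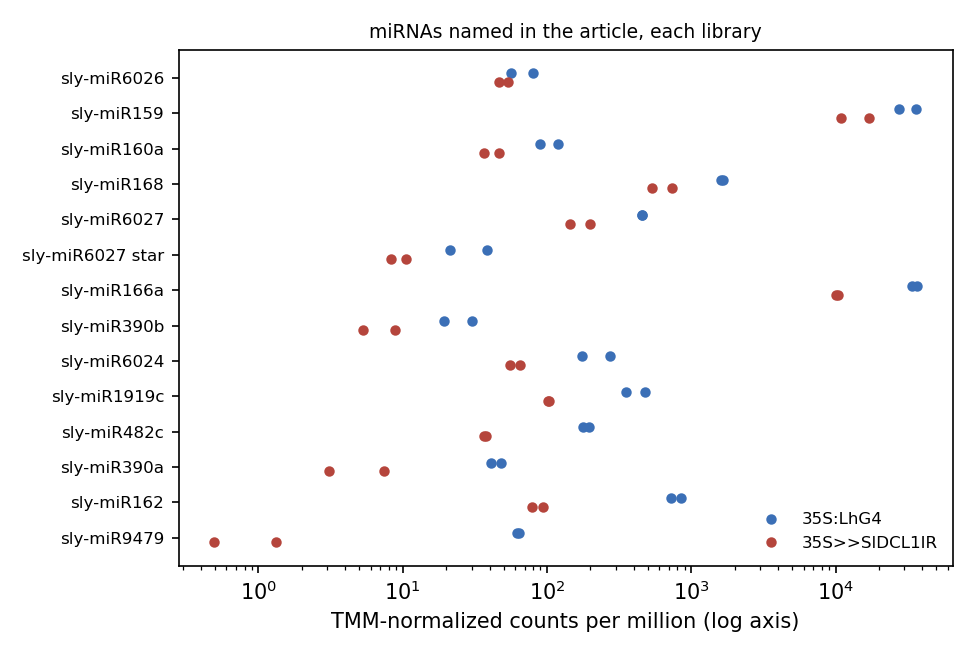
TMM-normalized CPM (log axis) of miRNAs named in the article, in each of the 2 control and 2 *35S>>SlDCL1IR* libraries, ordered by log2 fold change; each point is a library, and a library without reads has no point. The miRNAs run from sly-miR6026, with a log2 fold change of -0.43, to sly-miR9479, with -6.01.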

**Fig. 3.**
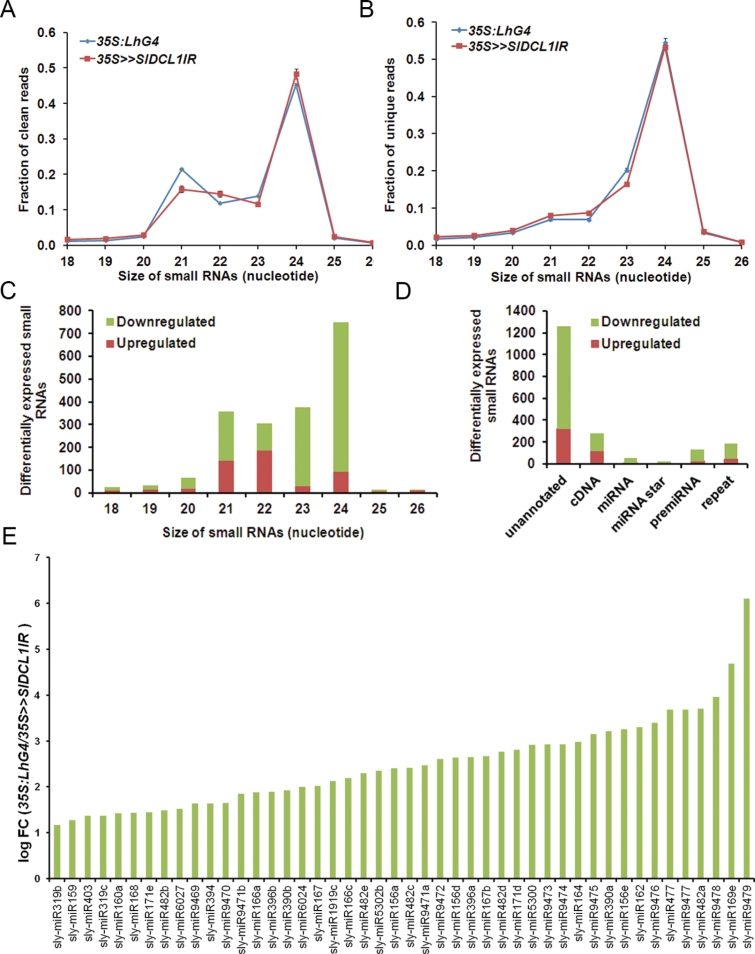
Characterization of small RNAs from control (*35S:LhG4*) and *35S>>SlDCL1IR* seedlings. (A, B) Size distribution of small RNAs in the indicated genotypes. The distributions of total (A) and unique (B) small RNAs are shown. Data are means ±SD of two biological replicates. (C–E) Characterization of differentially expressed small RNAs. (C) Size distribution of differentially expressed small RNAs. (D) Features of genomic loci that generate the small RNAs shown in C. (E) Change in miRNA accumulation upon *SlDCL1* silencing.

In tomato, sly-miR390- and sly-miR482c-guided cleavage sets the phase for the biogenesis of *trans*-acting siRNA gene 3 (*TAS3*)-derived and *TAS5*-derived ta-siRNAs, respectively (Li *et al.*, 2012*a*). 

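Fig. 3E of the paper shows sly-miR390a and sly-miR390b separately. sly-miR390b, AAGCUCAGGAGGGAUAGCGCC, had 45 and 77 reads in control replicates 1 and 2 and 18 and 12 in *35S>>SlDCL1IR*, a 3.51-fold decrease (log2 fold change -1.81, standard error 0.41, adjusted p = 0.00060 from edgeR's quasi-likelihood test). sly-miR390a, AAGCUCAGGAGGGAUAGCACC, had 95 and 124 reads in control and 15 and 7 in *35S>>SlDCL1IR*, an 8.58-fold decrease (log2 fold change -3.10, standard error 0.40, edgeR adjusted p = 4.9e-12). sly-miR482c, UCUUGCCAAUACCGCCCAUUCC, had 413 and 500 reads in control and 75 and 86 in *35S>>SlDCL1IR*, a 4.97-fold decrease (log2 fold change -2.31, standard error 0.30, edgeR adjusted p = 1.2e-11). Summing all sequences that share the first 18 nt joined both forms of sly-miR390, with a log2 fold change of -2.50. The log2 fold change of sly-miR390b was -1.46 without control replicate 2 and -1.48 without *35S>>SlDCL1IR* replicate 2, and it was no longer past the threshold in either. That of sly-miR390a was -3.83 without *35S>>SlDCL1IR* replicate 1 and -2.59 without *35S>>SlDCL1IR* replicate 2. In the fit with the replicate number as a block, the log2 fold changes were -1.79 for sly-miR390b, -3.12 for sly-miR390a and -2.31 for sly-miR482c.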

EdgeR analysis suggested that sly-miR390 and sly-miR482c are significantly down-regulated, by 3.9- and 5.4-fold, respectively, in *35S>>SlDCL1IR* seedlings (Fig. 3E). Consistent with this, the present analysis revealed significantly fewer *TAS3-1* and *TAS5* ta-siRNAs in *35S>>SlDCL1IR* seedlings, thus confirming the requirement of *SlDCL1* for ta-siRNA biogenesis (Fig. 4A, C). In contrast, a slight increase, rather than the expected decrease, was observed in the numbers of *TAS4*-derived (Cluster 99854) ta-siRNAs (Fig. 4B). Since the expression of *TAS4* is induced by different stresses (Hsieh *et al.*, 2009), a possible explanation is that an increase in *TAS4* transcription occurred in the stressed *35S>>SlDCL1IR* seedlings.

**Fig. 4.**
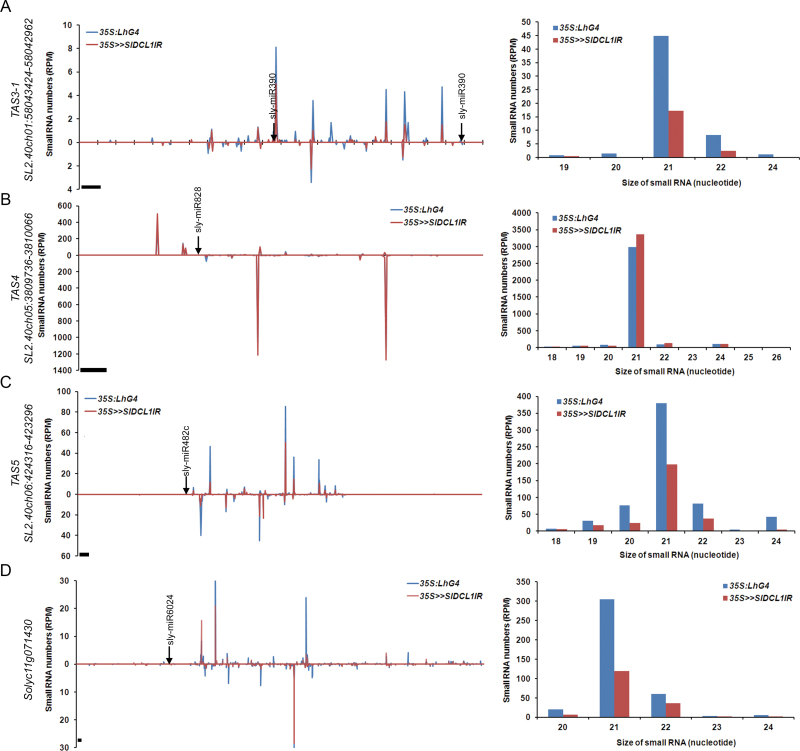
Effect of *SlDCL1* silencing on phased siRNA accumulation. Schematic of *35S>>SlDCL1IR* and control siRNA accumulation at indicated *TAS* (A–C) and *R* genes (D). The normalized abundances of siRNAs were plotted relative to their mRNA sequence as a function of the positions of their 5′ ends. Values above and below zero indicate siRNA matching of the plus and minus strand, respectively. The corresponding miRNA cleavage site is indicated. Bars=21 nt. Size distribution of total gene-derived siRNAs is shown on the right. Data are means of two biological replicates.

Except for ta-siRNAs, which depend on initial cleavage by miRNA for their biogenesis (Allen *et al.*, 2005), cleavage by 22-nt miRNAs was found to set up the production of secondary 21-nt siRNAs from various target RNAs (Chen *et al.*, 2010; Cuperus *et al.*, 2010). In tomato and *Medicago*, such a mechanism was suggested to trigger the production of phased secondary 21-nt siRNAs from nucleotide-binding site (NBS)–leucine-rich repeat (LRR) *R* genes, thus preventing their unregulated expression (Li *et al.*, 2010; Zhai *et al.*, 2011; Shivaprasad *et al.*, 2012). Accordingly, most (78%, 14/18) of the gene-derived DEclusters contained 21-nt siRNAs that matched NBS–LRR-encoding loci (Supplementary Table S5 available at *JXB* online). The 21-nt small RNA numbers from this DEcluster set were reduced by 2- to 5.3-fold upon *SlDCL1* silencing, probably as a result of lower levels of the miRNA that triggers their biogenesis. An example of an NBS–LRR gene-derived DEcluster (Cluster_146573), which is predicted to be triggered by sly-miR6024-mediated cleavage, is shown in Fig. 4D. 

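sly-miR6024, UUUAGCAAGAGUUGUUUUACC, had 409 and 696 reads in control replicates 1 and 2 and 113 and 147 in *35S>>SlDCL1IR* replicates 1 and 2. In TMM-normalized CPM, this was 223 ± 68 in control and 60.0 ± 6.5 in *35S>>SlDCL1IR* (SD, n = 2), a 3.71-fold decrease (log2 fold change -1.89, standard error 0.29, adjusted p = 2.6e-08 from edgeR's quasi-likelihood test). With the replicate number as a block, the log2 fold change was -1.87. It moved most on leaving out control replicate 2, to -1.55. The siRNAs of *Solyc11g071430* were not analysed here, because the sequence of the gene is not in the files analysed here.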

Indeed, in *35S>>SlDCL1IR* seedlings, sly-miR6024 was down-regulated 4-fold and *Solyc11g071430*-derived 21-nt phased siRNA numbers decreased by 2.6-fold. The rest of the down-regulated gene-derived DEclusters were generated from genes with unknown functions. In addition, the analysis identified 13 repeat-associated DEclusters that were down-regulated upon *SlDCL1* silencing, suggesting its involvement in the biogenesis of siRNAs from these loci (Supplementary Table S5 available at *JXB* online).

### *SlDCL1* silencing induces the up-regulation of certain *SlDCL2* genes

It has been suggested that soybean and *Medicago DCL2* mRNAs are targeted by the 22-nt miR1515 and miR1507, respectively, triggering the generation of 21-nt secondary phased siRNAs (Li *et al.*, 2010; Zhai *et al.*, 2011). Tomato has four DCL2 genes (*SlDCL2a–d*), three of which (*SlDCL2b–d*) are clustered on chromosome 11 (SL2.40ch11:2690601–2724508) (Bai *et al.*, 2012). Similar to *Medicago DCL2*, ShortStack analysis identified small RNA clusters that were derived from *SlDCL2a* (clusters 78419–78430), *SlDCL2b* (clusters 136462–136472), *SlDCL2c* (clusters 136447–136454), and *SlDCL2d* (clusters 136455–136460). These clusters were almost all (34/35) dominated by 21-nt small RNAs (DicerCall=21) that in a few cases were significantly phased (Supplementary Table S5, Fig. S2 available at *JXB* online). In addition, a legitimate target site for the 22-nt sly-miR6026 was predicted in the 5′ UTRs of *SlDCL2a*, *b*, and *d* but not in *SlDCL2c*, which contains a different sequence instead (Fig. 5A). Cleavage by 22-nt miRNAs has been shown to induce the biogenesis of 21-nt secondary siRNAs (Cuperus *et al.*, 2010), raising the possibility that sly-miR6026 acts as a trigger for siRNA biogenesis from *SlDCL2a*, *b*, and *d*. In *Medicago*, miR1507 has been suggested to target *DCL2* as well as NBS–LRR genes (Zhai *et al.*, 2011). Consistent with this, sly-miR6026 has been predicted to target the *Tobacco mosaic virus* resistance gene of tomato (*TM2*, *Solyc09g018220*) (Li *et al.*, 2012*b*), and ShortStack analysis identified 21-nt small RNA clusters that derived from it (clusters 113162 and 113163) (Supplementary Table S5 available at *JXB* online), suggesting that similar to miR1507 in *Medicago*, in tomato, sly-miR6026-guided cleavage of *SlDCL2a*, *b*, and *d* as well as the NBS–LRR *TM2* gene triggers secondary siRNA production. RNA gel blots detected a slight decrease in sly-miR6026 upon global and tissue-specific (see below) *SlDCL1* silencing (Fig. 5B). However, the present analysis indicated that a significant increase, rather than a decrease, in the numbers of *SlDCL2a*, *b*, and *d*-derived small RNAs had occurred in *35S>>SlDCL1IR* seedlings (Supplementary Table S5, Fig. S2 available at *JXB* online). The most significant increase was in *SlDCL2b* (DEclusters 136464–136470, average of ~4.73±0.97-fold) and *SlDCL2d* (DEclusters 136455–136458, average of ~3.13±1.02-fold). Possible explanations include an increase in the expression of either *SlDCL4*, which is required for 21-nt phased siRNA biogenesis (Yifhar *et al.*, 2012), or *SlDCL2b* and *d*, whose transcripts may serve as substrates for sly-miR6026-mediated cleavage. qRT-PCR analysis of these genes in different *SlDCL1*-depleted tissues confirmed the significant increase in *SlDCL2b* and *d* accumulation, whereas accumulation of *SlDCL2a*, *SlDCL3*, and *SlDCL4* was not significantly changed (Fig. 5C, D). 

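The clean reads of 22 nt numbered 292790 and 334363 in control replicates 1 and 2 and 263644 and 318480 in *35S>>SlDCL1IR* replicates 1 and 2. Their share was higher in both silenced libraries (13.95% and 15.11%) than in both control libraries (12.00% and 11.67%), by 2.70 percentage points on average (exact permutation p = 0.333, the smallest for this design). Shares use library totals without the TMM factors of the fold changes (0.959 and 0.896 in control, 1.079 and 1.079 in *35S>>SlDCL1IR*). These factors would lower the silenced values against control, and the difference on that scale was not tested. Of the 713 up-regulated small RNAs, 259 (36.3%) were 22 nt long, more than of any other size. The siRNAs of the RNAi sequence accounted for little of the difference, which was 2.66 percentage points without the 31 sequences. It moved most with *35S>>SlDCL1IR* replicate 1 or 2 left out, to 3.28 and 2.11 percentage points. The small RNAs of *SlDCL2b* and *SlDCL2d* were not analysed here, since the sequences of the genes are not in the files analysed here. From the role of DCL2 in making 22-nt siRNAs, the paper proposes that the higher *SlDCL2b* and *SlDCL2d* transcript levels might explain the increase.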

Since DCL2 has been shown to be required for the formation of 22-nt siRNAs (Xie *et al.*, 2004; Gasciolli *et al.*, 2005; Deleris *et al.*, 2006), the up-regulation of *SlDCL2b* and *d* in *35S>>SlDCL1IR* seedlings might explain the global increase in 22-nt numbers (Fig. 3A) and the majority (43%) of the 22-nt up-regulated DEclusters (Supplementary Table S5 available at *JXB* online).

**Fig. 5.**
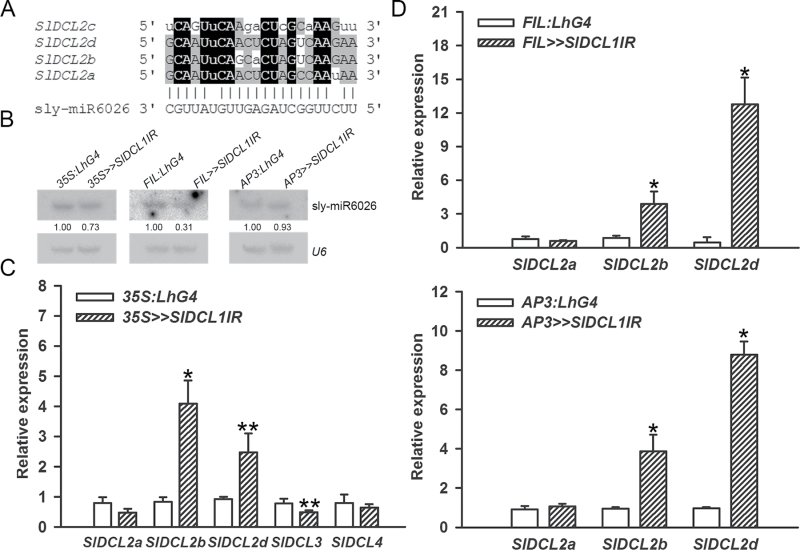
Certain *SlDCL2* paralogues are up-regulated upon *SlDCL1* silencing. Sequence alignment between *SlDCL2* genes (A) predicted to serve as sly-miR6026 targets. Identical nucleotides in all or at least three sequences are shaded in black and grey, respectively. Watson–Crick pairing with sly-miR6026 is shown below. Mismatched nucleotides are in lower case. (B) RNA gel-blot analysis of sly-miR6026 in the indicated genotypes from seedlings 28 d after sowing, leaf P6-7 primordia, and flower petals in 10mm buds (left to right). Total RNA (5 μg) from the indicated tissues was hybridized with sly-miR6026 antisense probe. Sly-miR6026 expression was normalized to *U6* snRNA and levels are indicated below each panel. (C, D) qRT-PCR analysis of the expression levels of the indicated *SlDCL* genes in the RNA samples analysed in B: seedlings 28 d after sowing (C), leaf P6-7 primordia (D top), and flower petals in 10mm buds (D bottom). Error bars indicate ±SD of three biological replicates, each measured in triplicate. Single (*P* ≤ 0.01) and double (*P* ≤ 0.05) asterisks indicate significant difference as determined by Student’s *t*-test.

### Depletion of *SlDCL1* from developing leaf primordium inhibits blade expansion

Constitutive *SlDCL1* silencing induced seedling lethality before lateral organs could develop (Fig. 2). However, tissue-specific driver lines allowed investigation of the requirement of *SlDCL1* of leaf and flower development. In tomato, the *Filamentous Flower* (*FIL*) promoter drives strong expression throughout young leaf primordia soon after they initiate from the shoot apical meristem (SAM), but not while they are in the SAM (Lifschitz *et al.*, 2006; Shani *et al.*, 2009). Thus, leaf-specific *SlDCL1* silencing was induced by crossing the *OP:SlDCL1IR* responder line with the *FIL:LhG4* driver line. As expected, germination of *FIL>>SlDCL1IR* progeny seedlings was normal (Supplementary Fig. S3 available at *JXB* online). In addition, relatively subtle phenotypes were observed in the first two leaves. These leaves contained one instead of two pairs of primary leaflets, which were smaller than controls, and had a morphologically distinct terminal leaflet blade (Fig. 6A). More severe phenotypes were observed in later formed leaves. Compared with *FIL:LhG4* control leaves, these leaves were much smaller, and had wavy rachises that supported almost bladeless primary and terminal leaflets (Fig. 6A). As the plants matured, their cotyledons became abnormally elongated. In addition, precocious outgrowth of cotyledonary as well as juvenile axillary meristems was observed, suggesting loss of apical dominance in these plants (Supplementary Fig. S3 available at *JXB *online). The bladeless *FIL>>SlDCL1IR* leaf phenotype was reminiscent of the later formed wiry leaves of TAS3 pathway mutants that overaccumulate *Auxin Response Factor 3* (*SlARF3*) and *SlARF4*, due to reduced levels of ta-siARF (Yifhar *et al.*, 2012). Reduced tomato leaf lamina outgrowth has also been associated with ectopic accumulation of miR160-resistant *SlARF10* (Hendelman *et al.*, 2012). Molecular analysis of young leaf primordia confirmed the silencing of *SlDCL1* (Fig. 6B) and, accordingly, revealed reduced accumulation of sly-miR160a and sly-miR390, which is required for ta-siARF biogenesis (Fig. 6C) (Yifhar *et al.*, 2012). Nevertheless, significant up-regulation of *SlARF3*, *SlARF4*, and *SlARF10* was not detected in these primordia, most probably due to insufficient down-regulation of sly-miR390 and sly-miR160a, respectively (Fig. 6D).

**Fig. 6.**
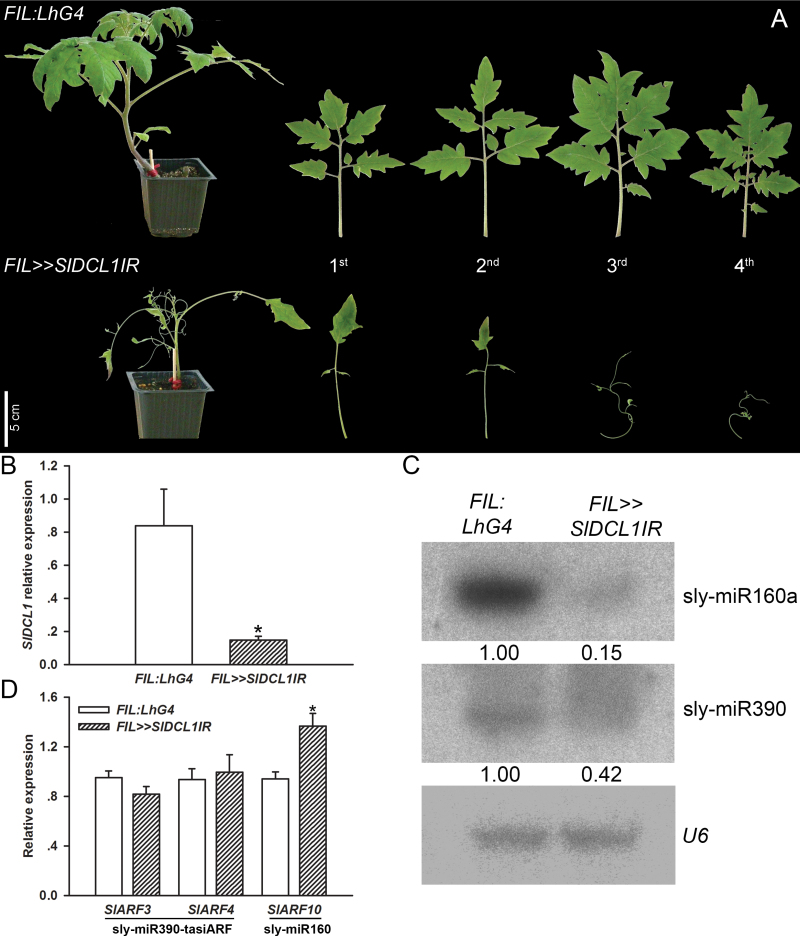
Characterization of *SlDCL1*-depleted leaves. (A) Comparison of whole M82 tomato plants 42 d after sowing and representative leaves (from left to right) between control (*FIL:LhG4*) and *FIL>>SlDCL1IR*. Scale bar=5cm. (B) qRT-PCR analysis of *SlDCL1* transcript levels in *FIL:LhG4* and *FIL>>SlDCL1IR* P5 leaf primordia. (C) RNA gel-blot analysis of miRNAs in the RNA samples analysed in B. Total RNA (2 μg) was hybridized with the indicated miRNA antisense probe. Expression levels were determined relative to the control after normalization to *U6* and are indicated below each panel. (D) qRT-PCR analysis of miRNA target transcripts in the RNA samples analysed in B. The corresponding miRNA is shown below each target mRNA. (B, D) *CAC* expression values were used for normalization. Error bars indicate ±SD of three biological replicates, each measured in triplicate. Asterisks indicate significant difference as determined by Student’s *t*-test (*P* ≤ 0.01).

### Partial depletion of *SlDCL1* from petals results in lower accumulation of carotenoids

The flower-specific *AP1:LhG4* driver line drives expression throughout the young floral primordia and, as the buds mature, its activity is mainly confined to developing sepals and petals. The *AP3:LhG4* driver line drives expression throughout the developing petals, in the stamen vasculature, and on the abaxial side of anthers (Hendelman *et al.*, 2013*a*). Hence, flower-specific *SlDCL1* silencing was induced by crossing the *OP:SlDCL1IR* responder line to these driver lines. Both *AP1>>SlDCL1IR* and *AP3>>SlDCL1IR* plants showed a wild-type phenotype during vegetative growth (data not shown). Moreover, young *AP1>>SlDCL1IR* buds did not show any developmental aberrations despite containing only 40% of the wild-type *SlDCL1* levels (Supplementary Fig. S4A available at *JXB* online). However, most of the buds underwent premature senescence at 4–5mm in size and could not develop into mature flowers. The senescence initiated as yellowing of the receptacle area in one or more buds from the same inflorescence. This yellowing spread downward along the stack to the abscission zone and upward to the sepals, ultimately leading to complete drying of the bud (Fig. 7A). Only ~10% of the buds developed into mature flowers that produced pale petals (Fig. 7B). Interestingly, the *AP3>>SlDCL1IR* flowers produced similarly pale and slightly smaller petals (Fig. 7B–D). The composition of carotenoids in *AP3>>SlDCL1IR* petals was analysed to determine whether the pale phenotype is associated with quantitative or qualitative differences. While the carotenoid profile in *AP3>>SlDCL1IR* petals is relatively similar to that of the control, consisting of mainly neoxanthin and violaxanthin, the total level of carotenoids was reduced >2-fold (Table 1). Additional visual abnormalities were not observed in the *AP3>>SLDCL1IR* flowers (Fig. 7C). qRT-PCR analysis of *SlDCL1* levels in isolated petals, at the start of yellowing, revealed that it accumulated to only 25% of controls, indicating partial silencing of *SlDCL1* in the petals (Supplementary Fig. S4B available at *JXB* online). Accordingly, miRNA levels were down-regulated and corresponding target mRNAs were up-regulated in the silenced petals (Fig. 7E, F).

**Table 1.** *Carotenoid composition in control and* AP3>>SlDCL1IR *petals*

	*AP3:LhG4* ^*a*^	*AP3>>SlDCL1lR* ^*a*^
Neoxanthin	71.6±2.2	66.4±4.2
Violaxanthin	24.3±1.9	23.0±2.4
Antheraxanthin	1.2±0.5	1.4±0.4
Lutein	1.8±0.4	5.6±1.9
β-Carotene	1.1±0.4	3.7±0.5
Total^*b*^ (μg g fresh weight^–1^)	620.6±112.8	246.4±28.8

^*a*^ Numbers correspond to percentage of total carotenoids (*n*=4).

^*b*^ All isomers.

**Fig. 7.**
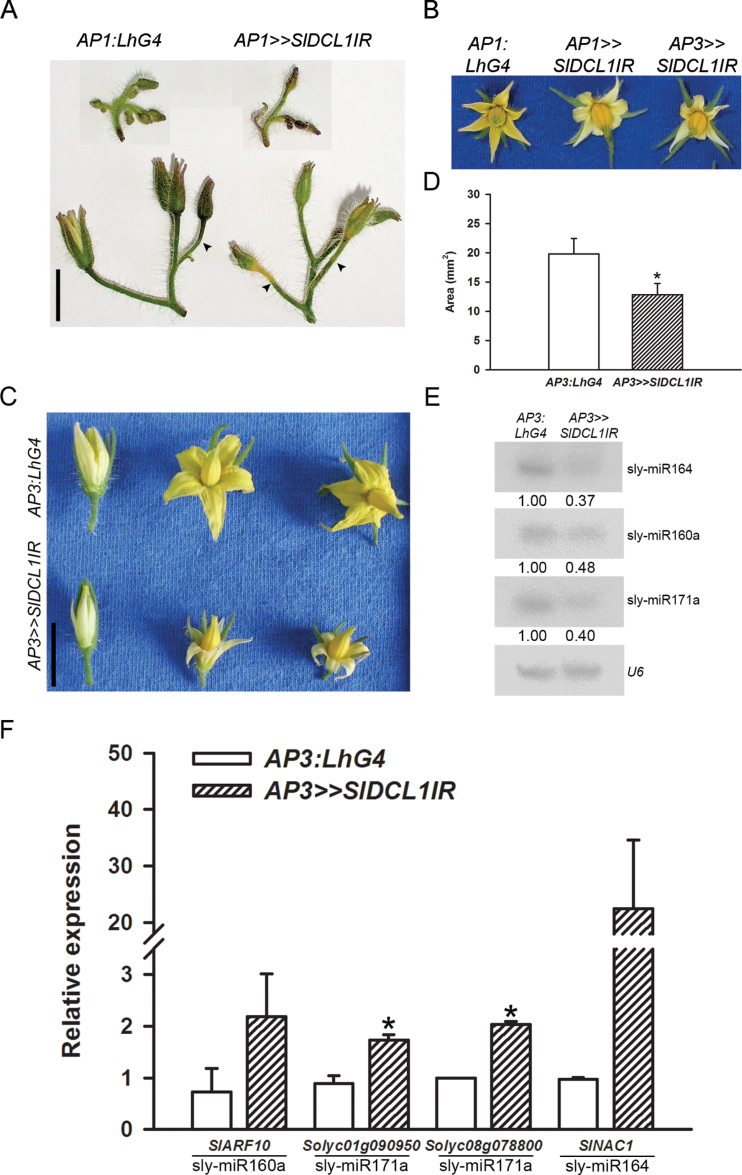
Characterization of *SlDCL1*-depleted flowers. (A) Phenotype of representative control (*AP1:LhG4*) and *AP1>>SlDCL1IR* inflorescences bearing young (top) and mature (bottom) buds. Arrowheads mark the abscission zone. Scale bars=1cm. (B) Representative flowers of the indicated genotypes at anthesis. (C) Representative flowers of the indicated genotypes at different developmental stages: 2 d before anthesis, anthesis, and 1 d post-anthesis (left to right). (D) Quantitation of petals area at anthesis in control and *AP3>>SlDCL1IR*. Error bars represent ± SD (*n*=54). (E) RNA gel-blot analysis of miRNAs in petals from 10mm buds of the indicated genotypes. Total RNA (5 μg) was hybridized with the corresponding miRNA antisense probe. Expression levels were determined relative to the control after normalization to U6 and are indicated below each panel. (F) qRT-PCR analysis of miRNA target transcripts in the RNA samples analysed in E. The corresponding miRNA is shown below each target mRNA. *CAC* expression values were used for normalization. Error bars indicate ±SD of three biological replicates, each measured in triplicate. (D, F) Asterisks indicate significant difference as determined by Student’s *t*-test (*P* ≤ 0.01).

## Discussion

As part of the effort to unveil the roles of miRNA regulation in tomato development, transgenic tomato responder lines were previously generated that, by *trans*-activation, can express the viral silencing suppressors *Tomato bushy stunt virus* P19 and *Beet western yellows virus* P0, thereby perturbing the miRNA pathway in the activated plants (Stav *et al.*, 2010; Hendelman *et al.*, 2013*a*). However, because P19 binds siRNA duplexes and P0 can lead to the decay of various ARGONAUTES, their transgenic expression may interfere with endogenous siRNA pathways as well (Dunoyer *et al.*, 2004; Baumberger *et al.*, 2007). In the current study, the *OP:SlDCL1IR* tomato responder line was used; this line is a more specific miRNA-inhibiting tool that enables the silencing of *SlDCL1*, the tomato homologue of *DCL1*, by *trans*-activation. DCL1 has been found to be the predominant DCL involved in the biogenesis of canonical miRNAs, with no other DCL acting as its surrogate (Gasciolli *et al.*, 2005). Accordingly, *trans*-silencing of *SlDCL1* to 5% of its normal levels was associated with diminished miRNA levels, demonstrating that in tomato, like in *Arabidopsis* and rice, DCL1 is central for miRNA production.

The involvement of DCL1 in the biogenesis of certain siRNAs renders the criterion of *DCL1* dependence for accumulation insufficient to warrant annotation of a small RNA as an miRNA (Meyers *et al.*, 2008). ShortStack is a recently published stand-alone application that can predict and annotate plant miRNAs based on small RNA sequencing data (Axtell, 2013*b*). By combining ShortStack predictions and the *SlDCL1* dependence criterion, 33 new *SlDCL1*-dependent miRNAs were confidently discovered, 17 of which represent novel plant miRNAs. This method is suggested for reliable annotation of canonical miRNA in tomato. A total of 47 miRNAs that depend on *SlDCL1* for their biogenesis were identified in this study. These miRNAs were shown to be differentially reduced by *SlDCL1* silencing. 

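Among the 49 down-regulated miRNAs, the smallest decrease was 2.13-fold (log2 fold change -1.09) and the largest 64.3-fold (log2 fold change -6.01), with the next largest at 23.8-fold. The largest rests on 146 and 163 reads in control against 1 and 3 reads in *35S>>SlDCL1IR*. Its log2 fold change was -6.01 with the replicate number as a block and -6.85 without *35S>>SlDCL1IR* replicate 2, the alternative that moved it most. Over all 49, the largest decrease without that library was 154.7-fold, in another miRNA. The smallest was 1.59-fold without *35S>>SlDCL1IR* replicate 1. The paper listed the 49 for a decrease of at least 2-fold in these libraries, so that the lower end of the range was largely fixed by the choice. The paper proposes that this range might reflect how efficiently and specifically SlDCL1 cleaves the different precursors.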

This differential response ranged from a 2-fold to a 64-fold decrease and might indicate the *in vivo* cleavage efficiency and specificity of SlDCL1 for various miRNA precursors. 

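sly-miR159, UUUGGAUUGAAGGGAGCUCUA, was among the most abundant small RNAs, with 64629 and 92792 reads in control replicates 1 and 2 and 22406 and 38969 in *35S>>SlDCL1IR* replicates 1 and 2. Its TMM-normalized CPM were 31882 ± 6030 in control and 14063 ± 4352 in *35S>>SlDCL1IR* (SD, n = 2). This is a 2.27-fold decrease, with a log2 fold change of -1.18 (standard error 0.31, adjusted p = 0.0059 from edgeR's quasi-likelihood test). With the replicate number as a block, the log2 fold change was -1.20. The decrease no longer passed the threshold with library size in place of TMM factors (-0.96), nor in 3 of the 4 fits that each left out a library. It moved most without *35S>>SlDCL1IR* replicate 2, to -1.54. From the small decrease, the paper infers that the precursor is processed relatively efficiently and is little sensitive to *SlDCL1* silencing.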

Interestingly, sly-miR159a, which is encoded by a single precursor (SL2.40ch03:61786005–61786301), was reduced by only 2.4-fold in *35S>>SlDCL1IR* plants, indicating relatively efficient processing and low sensitivity to *SlDCL1* silencing. Indeed, the sly-miR159a precursor has been successfully used as a backbone for the expression of an artificial miRNA (amiR) precursor in transgenic tomato and it was more efficiently processed than sly-miR168a-based amiR (reduced by 2.7-fold in *35S>>SlDCL1IR*) (Vu *et al.*, 2013).

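sly-miR168, UCGCUUGGUGCAGGUCGGGACC, had 3741 and 4237 reads in control replicates 1 and 2 and 1093 and 1682 in *35S>>SlDCL1IR* replicates 1 and 2, a 2.55-fold decrease (log2 fold change -1.35, standard error 0.28, adjusted p = 0.00016 from edgeR's quasi-likelihood test). The log2 fold changes of sly-miR159 (-1.18) and sly-miR168 (-1.35) differ by less than either standard error, and the difference between them was not tested. Without *35S>>SlDCL1IR* replicate 2, that of sly-miR168 was -1.60, its largest shift. With the replicate number as a block, it was -1.37. The paper compares the fall of both miRNAs with the processing of artificial miRNAs made from their precursors.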

The present data revealed that *SlDCL1* silencing causes two significant but contrasting changes in the small RNA population of tomato seedlings. The *35S>>SlDCL1IR* seedlings exhibited a lower proportion of 21-nt small RNAs and a higher proportion of 22-nt small RNAs. 

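The 49 listed miRNAs made up 10.5% of the clean reads in control and 3.9% in *35S>>SlDCL1IR* (means of 2 libraries). With their reads left out, the 21-nt share was 13.16 ± 0.76% in control and 12.65 ± 0.34% in *35S>>SlDCL1IR* (SD, n = 2), a difference of -0.51 percentage points, against -5.59 with all clean reads. Without them, the difference was smaller than the SD of the control libraries. The phased siRNAs were not analysed here.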

The former was also observed in other *dcl1* mutants and can be attributed to a substantial reduction in 21-nt miRNAs which depend on DCL1 for their biogenesis, and phased siRNAs, which depend on initial miRNA cleavage for their production (Kasschau *et al.*, 2007; Shivaprasad *et al.*, 2012). Nevertheless, the increase in 22-nt small RNAs has not been observed in other *dcl1* mutants (Kasschau *et al.*, 2007; Wu *et al.*, 2010). In *Arabidopsis*, DCL2 has been shown to be required for the formation of 22-nt long siRNAs (Xie *et al.*, 2004; Gasciolli *et al.*, 2005; Deleris *et al.*, 2006). The tomato genome encodes four *DCL2* paralogues, three of which (*SlDCL2a*, *b*, and *d*) are clustered on chromosome 11 (Bai *et al.*, 2012). The results of the present study indicate that *SlDCl2b* and *SlDCl2d* are up-regulated upon *SlDCL1* silencing, suggesting that these paralogues are responsible for the observed increase in 22-nt small RNAs. Sly-miR6026, which is predicted to target *SlDCL2a*, *b*, and *d*, was not significantly down-regulated upon *SlDCL1* silencing. 

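sly-miR6026, UUCUUGGCUAGAGUUGUAUUGC, had 131 and 204 reads in control replicates 1 and 2 and 110 and 106 in *35S>>SlDCL1IR* replicates 1 and 2. In TMM-normalized CPM, it had 67.7 ± 16.6 in control and 50.3 ± 5.2 in *35S>>SlDCL1IR* (SD, n = 2). In both silenced libraries, it lay below both control libraries. Its log2 fold change was -0.43 (standard error 0.30, adjusted p = 0.62 from edgeR's quasi-likelihood test), so that a decrease was not detected with 2 libraries per genotype. The standard error was 0.31 for sly-miR159, which had many more reads, so that depth alone does not account for this. The fit with the replicate number as a block gave -0.42. Over all alternatives, the log2 fold change ranged from -0.66 to -0.16, the values without control replicate 1 and without control replicate 2. On the paper's RNA gel blots, sly-miR6026 fell slightly on silencing. From the lack of a significant decrease, the higher numbers of *SlDCL2b* and *SlDCL2d* siRNAs and the unchanged *SlDCL2a* transcript, the paper reasons that more transcription is a more probable reason for the higher *SlDCL2b* and *SlDCL2d* levels than less targeting by sly-miR6026.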

Consistent with this, *SlDCL2b*- and *SlDCL2d*-derived siRNAs increased rather than decreased and *SlDCl2a* was not up-regulated in *35S>>SlDCL1IR* seedlings. Therefore, the up-regulation of *SlDCl2b* and *SlDCl2d* is probably due to an increase in transcription rather than reduced targeting by sly-miR6026. One appealing explanation for this is the existence of a specific *SlDCl2b* and *SlDCl2d* miRNA-regulated transcriptional activator that is up-regulated upon *SlDCL1* silencing.

Consistent with the severe developmental phenotypes of known *dcl1* mutants (Schauer *et al.*, 2002; Liu *et al.*, 2005; Khraiwesh *et al.*, 2010), the *35S>>SlDCL1IR* seedlings were growth arrested at the first to third leaf stage, emphasizing the importance of miRNAs for tomato’s post-germination development. Nevertheless, the *trans*-activated RNAi strategy enabled, for the first time, *SlDCL1* silencing in a specific organ, without disturbing prior development. This enabled a direct unbiased assessment of *SlDCL1* functions in the silenced tissue. In addition, activation of the *OP:SlDCL1IR* construct by different promoters generated variable silencing strengths that were manifested by hypomorphic phenotypes. Reducing *SlDCL1* levels by 85% in the leaf primordia led to strong inhibition of blade outgrowth, but did not modify its abaxial–adaxial polarity, regulated in part by miR166 and miR390 (Chitwood *et al.*, 2007). Similarly, the hypomorphic *Arabidopsis* mutant *dcl1-9* (*caf*) produced polar leaves that were thinner than the wild type and ~10% of them did not develop any blade (Jacobsen *et al.*, 1999), together indicating that blade outgrowth is dependent on DCL1-mediated silencing in simple as in compound leaf species. Indeed, perturbation of the post-transcriptional regulation of *SlARF10*, and *SlARF3* and *SlARF4*, which are normally cleaved by sly-miR160a and tasiARF, respectively, has been shown to reduce blade outgrowth dramatically in tomato leaves (Hendelman *et al.*, 2012; Yifhar *et al.*, 2012). Surprisingly, none of these target genes was significantly up-regulated in *FIL>>SlDCL1IR* leaf primordia, suggesting that they are not the main cause for the bladeless phenotype. In addition, *FIL>>SlDCL1IR* plants also demonstrated loss of apical dominance. Since both blade outgrowth and apical dominance are regulated by auxin (Cline, 1997; Koenig *et al.*, 2009), disruption of its signalling pathway by *SlDCL1* silencing is likely to be a major cause for the observed *FIL>>SlDCL1IR* phenotypes.

The distinct yellow colour of tomato flowers is a result of accumulation of carotenoids, mainly the xanthophylls neoxanthin and violaxanthin (Hirschberg, 2001). A novel pale phenotype was observed in *AP1>>SlDCL1IR* and *AP3>>SlDCL1IR* petals with partially silenced *SlDCL1*. This phenotype was associated with a reduction of >2-fold in the total rather than an alteration in the ratio between the individual carotenoids. The exact reason for this is currently unknown. Nevertheless, by profiling *Arabidopsis dcl1* mutant embryos, it was shown that the two most up-regulated miRNA targets are responsible for a large part of the mutant embryo phenotype, thus proving the usefulness of *dcl1* mutants for revealing specific miRNA regulatory modules involved in development (Nodine and Bartel, 2010; Willmann *et al.*, 2011). The availability of a tomato *dcl1* mutant, as presented in the current study, now enables the use of a similar approach to elucidate the molecular bases of the observed phenotypes.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. Sequence analysis of the tomato DCL1 homologue.

Figure S2. Effect of *SlDCL1* silencing on *SlDCL2*-derived siRNAs accumulation.

Figure S3. Additional phenotypes of *FIL>>SlDCL1IR* plants.

Figure S4. Quantitative analysis of *SlDCL1* levels in *trans*-activated flowers.

Table S1. List of primers and probes used in this study.

Table S2. Summary of small RNA profiling.

Table S3. Summary of small RNA annotations.

Table S4. Summary of ShortStack-predicted miRNAs.

Table S5. List of ShortStack small RNA clusters.

Table S6. EdgeR results and differentially expressed miRNAs.

Supplementary Data

# Supplementary material for: Global and local perturbation of the tomato microRNA pathway by a trans-activated DICER-LIKE 1 mutant
**Source:** J Exp Bot. 2013 Dec 27;65(2):725–39. doi: 10.1093/jxb/ert428
**Supplement:** Supplementary Data

Global and local perturbation of the tomato microRNA pathway by a trans-activated DICER-LIKE 1 mutant — Global and local perturbation of the tomato microRNA pathway by a trans-activated DICER-LIKE 1 mutant — Supplementary Data 

# Global and local perturbation of the tomato microRNA pathway by a *trans*-activated *DICER-LIKE 1* mutant

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

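Small RNA was sequenced from shoots of 2 control (*35S:LhG4*) and 2 *35S>>SlDCL1IR* samples, each combined from 12 seedlings 14 d after sowing. The authors parsed, mapped and counted the reads with the CASHX pipeline, kept those of 18 to 26 nt with a perfect match to the tomato genome, and removed reads that match tRNA, rRNA, snRNA or snoRNA. For each library, the authors deposited the counts of each distinct sequence, without normalization. They also deposited the same values in RPM, divided by the total of the library's counts. Replicates were not pooled in the files. The counts were used as deposited, because no reference genome was at hand to repeat the mapping. The sequences were joined over the libraries into 1 table of 2988580 distinct sequences.

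The clean reads per library came to 2440408 and 2865443 in control and to 1890604 and 2107116 in *35S>>SlDCL1IR*. A sequence with no read in a library was taken to be below 3 reads, which is 1.23, 1.05, 1.59 and 1.42 RPM in the 4 libraries in this order. Shares of reads within a library were given 95% Wilson intervals. To check that replicates are separate libraries, the counts of sequences with at least 10 reads over both replicates were compared within each genotype. The chi-square per degree of freedom was 2.12 over 40503 sequences in control and 2.31 over 31815 in *35S>>SlDCL1IR*, so that replicates varied more than sampling noise alone.

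Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Sequences with at least 1 CPM in at least 3 libraries were kept, 56084 in all. TMM factors were 0.959 and 0.896 in control and 1.079 and 1.079 in *35S>>SlDCL1IR*. The quasi-likelihood test compared the genotypes over all 4 libraries without a covariate. Sequences with a Benjamini-Hochberg FDR of at most 0.05 and a change of at least 2-fold were counted as regulated. The filter and both limits are those that the paper states. The paper reports normalization factors without naming their method, and TMM was used here. The authors' own test with a common dispersion was an alternative. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the F statistic. The siRNAs of the RNAi sequence were summed per library and tested as 1 row beside the other sequences. Values of single libraries were compared by exact permutation, where 2 of the 6 splits give the smallest p, 0.333. Star and mature sequences of the *MIRNA* clusters were compared by a permutation test that changed the sign of each pair's difference at random 100000 times, on log2 ratios with a pseudocount of 0.5 CPM, for pairs with at least 10 control reads of each strand. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

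The edgeR fit was tested on simulated data, in which counts were drawn from a negative binomial distribution with the means, library sizes and common dispersion of the real data, and 200 sequences were changed 8-fold. Of these, 113 (56.5%) were recovered. Among the 56 with a mean of at least 10 counts, 45 (80.4%) were recovered. A single unchanged sequence (1) passed the threshold. At this depth, many rare sequences with a large change are therefore missed.

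The small RNAs named in the text are every miRNA, locus, gene and cluster that the paper names and that the files allow to be measured, and the 5 most decreased and 5 most increased sequences past the threshold whose silenced libraries lie on the same side of both control libraries, apart from the siRNAs of the RNAi sequence. Mature miRNAs were counted by their exact sequence. The list of 49 miRNAs, the classes of small RNAs and the sequences of the *MIRNA* clusters were taken from the paper's Tables S4 and S6. The set of small RNAs joined to the RNAi siRNAs by overlap was built from words of 16 nt, on either strand, shared with other sequences that had at least 4 reads in the silenced libraries and at least 10 times the RPM of control. Every sequence made up only of such words was then included, whatever its counts. This set was chosen after seeing the data.

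The alternatives were edgeR's exact test with a common dispersion, DESeq2 1.42.0, DESeq2's size factors within edgeR, library size without TMM factors, filters of at least 10 counts over the 4 libraries and of at least 5 CPM in 2 libraries, the replicate number as a block, the RNAi siRNAs left out, no limit on the fold change, an FDR of at most 0.01, sequences summed by their first 18 nt, and each library left out in turn. For the shares of sizes, they were other sets of reads and sequences. The small RNAs of the *TAS* and *SlDCL2* genes, of the *R* genes and of whole ShortStack clusters were left out, because placing reads on a locus needs the genome. Northern blots, qRT-PCR and phenotypes have no values in the files analysed here.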

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

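Small RNAs that overlap the siRNAs of the RNAi sequence but have no RNAi class in Table S6 were flagged because they form a signal above its level in control among sequences that Table S6 does not list. Fig. 1C of the paper plots siRNAs along the RNAi sequence, and which sequences it includes is not in the files analysed here. There were 1806 such sequences, with 163 and 18 reads in control replicates 1 and 2 and 11353 and 12436 reads in *35S>>SlDCL1IR* replicates 1 and 2. Their mean was 5953 ± 73 RPM (SD, n = 2) in *35S>>SlDCL1IR* against 66.8 and 6.28 RPM in the control libraries. The set was built from words with at least 10 times the RPM of control, so that its excess over control was largely fixed by the way it was chosen and is not evidence in itself. With these sequences added to the 31 classed as RNAi, 1837 sequences held 10410 ± 119 RPM (SD, n = 2) in *35S>>SlDCL1IR*, of which 57.9% of the reads were 21 nt and 26.7% were 22 nt long. All but 1 (1805 of 1806) lie below the filter of at least 1 CPM in at least 3 libraries, which Table S6 also applies, since few have reads in a control library. Whether they all lie within the RNAi sequence was not tested, since its sequence is not in the files analysed here, and no technical or biological explanation was tested for this flag beyond the overlap itself.

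A further 28 sequences were flagged because they had at least 5 RPM in both *35S>>SlDCL1IR* libraries, no read in control and no overlap with the RNAi siRNAs. They held 621 and 704 reads (328 and 334 RPM) in *35S>>SlDCL1IR* replicates 1 and 2. In all, 156 sequences met the limit without a control read, and 128 of them overlap the RNAi siRNAs. In the opposite direction, 84 sequences had at least 5 RPM in both control libraries and no read in *35S>>SlDCL1IR*, so that the 28 are fewer than those found only in control. The control libraries are the deeper ones, with 2440408 and 2865443 clean reads against 1890604 and 2107116, so that a lower depth of control is not behind the missing reads. They were not placed on the genome, and a source in the transgene or in a tomato locus cannot be told apart here. No biological explanation was tested.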

How the results depend on the processing

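The tests and limits behind the values at the paper's conclusions, the rule for named small RNAs and the alternatives were set before the processed files arrived, except the set of small RNAs joined by overlap. The tests of technical explanations and their limits were chosen later. Only 1 of the 14 headline results, the difference in the 24-nt share of reads, was reversed by an alternative (without the listed miRNAs). Under every alternative, 5 kept their direction and met their limit for no change. For numbers of sequences, this limit was 1.5 times the main number. They were the higher 22-nt share of reads (9 settings, none with TMM factors), the siRNAs of the RNAi sequence (9) and the 49 down-regulated miRNAs (15). The others were the mature sequences of the *MIRNA* clusters that were down-regulated (14) and up-regulated (14). The paper listed the 49 as down-regulated and the 31 RNAi siRNAs as up-regulated in these libraries. Their directions were therefore largely fixed by the choice. The fits that each left out a library gave 37 to 45 down-regulated miRNAs. Among the 24 results for named small RNAs, 8 of 341 values were weaker and no longer past the threshold, 7 of them with a library left out, and none was reversed.

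The shares of reads depended on the most abundant sequences. Without the sequences above 1% of a library, the difference in the 21-nt share was -0.39 percentage points in place of -5.59, and that in the 24-nt share 0.023 in place of 3.07. Without the listed miRNAs, they were -0.51 and -0.27. The 24-nt shares of the genotypes then overlapped, with 50.0% and 51.0% in control and 51.1% and 49.5% in *35S>>SlDCL1IR*. Of the 5 sequences above 1%, 4 are 21 nt long and had a lower share in *35S>>SlDCL1IR*, and the listed miRNAs fell together from 10.5% to 3.9% of the reads. A fall of these reads raises the percentage that all other reads make up together. Among distinct sequences, counting only 20 to 24 nt gave differences of 1.31 (21 nt) and 2.09 (22 nt) percentage points in place of 1.08 and 1.79, and leaving out single reads gave 2.40 at 22 nt.

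The numbers of regulated small RNAs depended on the test and the filter. With DESeq2's Wald test, 600 were down-regulated and 311 up-regulated, with 64.7% of the down-regulated at 23 to 24 nt and 73.0% of the up-regulated at 21 to 22 nt. With at least 10 counts over the 4 libraries, the numbers were 3390 and 1947, with 78.0% at 23 to 24 nt. This filter lets in sequences that have reads in only 1 genotype, which a minimum in 3 libraries excludes with 2 libraries per genotype. With at least 5 CPM in 2 libraries, 1204 were up-regulated, and 73.5% of the down-regulated were 23 to 24 nt long. Library size without TMM factors gave 923 down-regulated and 1102 up-regulated, so that more were up-regulated than down-regulated. Of the up-regulated, 54.6% were 21 to 22 nt long, and the mean miRNA log2 fold change was -2.23 in place of -2.46. The TMM factors are higher in *35S>>SlDCL1IR*, and leaving them out raises all its values. An FDR of at most 0.01 gave 857 down-regulated and 423 up-regulated, with 66.5% and 68.6% of these sizes. Leaving out a library in turn gave 737 to 867 down-regulated, 368 to 457 up-regulated, 65.5% to 68.9% of 23 to 24 nt among the down-regulated, 62.2% to 67.7% of 21 to 22 nt among the up-regulated, and a mean miRNA log2 fold change of -2.70 to -2.31.

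The replicate number as a block gave 1195 down-regulated and 658 up-regulated small RNAs, 68.5% and 60.8% of these sizes, 49 down-regulated miRNAs, and a mean miRNA log2 fold change of -2.46. The pairing is taken from the labels, and the correlation of deviations between libraries with the same number was 0.030.

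With 2 libraries per genotype, the exact permutation test of libraries cannot give a p below 0.333. In the simulated data, 56.5% of the sequences changed 8-fold were recovered, so that changes of rare small RNAs are often missed. Alternatives that need the genome were not run: the other set of clean reads, reads divided by their number of places in the genome, and limits of 10 and 50 RPM for clusters. No value could be given for sly-miR395a without *35S>>SlDCL1IR* replicate 2, because replicate 1 holds no read of it.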

Differences from the paper's values

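None of the 68 values compared with the paper under the main settings differed by the criterion used. It asks for a gap larger than the error and than 1.5 times. For log2 fold changes, it asks for a gap larger than the standard error or opposite signs. This limit is wide. It passed a mean miRNA decrease of 5.48-fold here against 4-fold in the paper's text. It also passed 682 up-regulated small RNAs without RNAi siRNAs against 494. The log2 fold changes of the 49 miRNAs were closer to 0 than the paper's in Table S6, with a median difference of 0.10 and a range of 0.076 to 0.121.

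The number of down-regulated miRNAs in the paper's text is smaller than the 49 rows of its Table S6, all of which were down-regulated here. Table S6 holds 1419 down-regulated rows and 525 up-regulated rows, of which 31 have the RNAi class. Of these, 1274 of the down-regulated and all 525 of the up-regulated were past the threshold here too, and all 1998 rows of the table had the same direction.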

Other observations

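Reads of the RNAi siRNAs were present in control replicate 1, a genotype without the RNAi responder. The 1837 sequences joined by overlap had 373 reads in control replicate 1 and 22 in control replicate 2, which is 1.47% and 0.074% of their mean RPM in *35S>>SlDCL1IR*. One explanation is that reads or tissue of silenced seedlings were mixed into this library. The prediction, made before the test, was that other sequences common in both silenced libraries and nearly absent from control replicate 2 would appear in control replicate 1 in the same proportion. For 12 such sequences, each with at least 30 reads in both silenced libraries and at most 1 in control replicate 2, control replicate 1 held 1.72% of the silenced RPM, with 14 reads where 12.0 were calculated from the proportion of the RNAi siRNAs. Choosing sequences by few reads in 1 control library raises the other by comparison, and the same test with the control libraries exchanged gave 7 sequences, 4 reads and 0.735%. Sequencing depth, a prediction made only after the result was seen, would require a deeper control replicate 1, but its reads were 0.852 times those of control replicate 2. Mixing may therefore account for the siRNAs in control replicate 1. The test rests on 14 reads, however, and without the RNAi sequence it cannot be excluded that the 12 sequences belong to it, in which case they would follow the RNAi siRNAs whatever the cause. Expression of the RNAi in a control seedling was not tested and cannot be told apart from mixing.

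The share of 23-nt reads fell from 13.86 ± 0.16% in control to 11.65 ± 0.22% in *35S>>SlDCL1IR* (SD, n = 2), by -2.21 percentage points, with an exact permutation p = 0.333, the smallest possible. Size selection of the libraries would shift neighbouring sizes smoothly, a prediction made after the shares were seen. The log2 ratio at 23 nt was -0.25, outside those at 22 nt (0.30) and 24 nt (0.095). Without the sequences above 1% of a library the difference was -3.51 percentage points, but none of these is 23 nt long, so that this value cannot show whether a few abundant sequences account for the fall. Without the 100 most abundant 23-nt sequences, which held 4.79% of the 23-nt reads in control and 5.36% in *35S>>SlDCL1IR*, the difference was -2.19 percentage points, a test predicted before it was run. The fall lay in reads that start with C or G, which made up 4.45 ± 0.02% of all reads in control and 2.20 ± 0.05% in *35S>>SlDCL1IR* at 23 nt, while 23-nt reads that start with A or U made up 9.41 ± 0.18% and 9.46 ± 0.17% (SD, n = 2). It therefore cannot be told apart from the explanations of the pattern of the 5′ nucleotide, which include ligation.

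Reads of 23 and 24 nt that start with C or G were fewer in *35S>>SlDCL1IR*. Their share among 24-nt reads was 16.7 ± 0.1% in control and 9.7 ± 0.1% in *35S>>SlDCL1IR* (SD, n = 2), and among 23-nt reads 32.1 ± 0.5% and 18.8 ± 0.1%. Among down-regulated small RNAs of 23 to 24 nt, 47.3% start with C or G, against 11.0% of the tested and 8.0% of the up-regulated. For 21 to 22 nt, the percentages were 47.4%, 20.8% and 11.7%. The 3 technical explanations were written down before their tests. For 24-nt reads, giving all libraries the same GC content at positions 2 to 24 moved the log2 ratio of the share from -0.79 to -0.83. The share fell among reads with 4 to 13 G or C at these positions, but rose with 14 (8.06% to 11.2%) and 15 (6.93% to 8.39%). The GC content of the rest of the read therefore differed too little between libraries to account for the fall, but the size of the fall varied with it, and a bias that acts through GC content in another way was not tested. A few abundant sequences would leave distinct sequences unchanged, but among distinct sequences of 23 and 24 nt the mean log2 ratio was -0.71. A bias of adapter ligation between library preparations would lower the share at other sizes alike. At 18, 19, 25 and 26 nt the mean log2 ratio was 36.7% of that at 23 and 24 nt (-0.29 against -0.78), which is neither absent nor alike. The limit of 50% for calling it alike was set after the ratios were seen. The test left out 20, 21 and 22 nt, where the log2 ratio among reads was -0.34, 0.087 and -0.55. Among distinct sequences it was negative at every size, from -0.20 at 18 nt to -0.73 at 23 nt, so that the fall was not limited to 23 and 24 nt. The pattern may reflect a class of small RNAs that depends on *SlDCL1*, but it cannot be told apart from a ligation bias with these libraries, and GC content is only partly tested.

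Among the *MIRNA* clusters, miRNA stars fell more than mature sequences. Over 39 pairs with at least 10 control reads of each strand, the star's log2 ratio was lower by 0.36 on average (-0.364 ± 0.796, SD over pairs), lower in 28 of 39, with a permutation p = 0.0064. The pairs are not independent replicates. Pairs whose star had at least 100 reads over the 4 libraries showed a larger difference (-0.80, 11 pairs, permutation p = 0.0055), which speaks against low counts of the stars, a prediction made after the counts were seen. For mature sequences listed for a single cluster the mean was -0.23 (21 pairs, permutation p = 0.13), a prediction also made after the counts were seen. For pairs in which both strands start with A or U it was -0.27 (15 pairs, permutation p = 0.29), predicted before the test. Both keep the direction without passing a test, so that the difference cannot be told apart from mature sequences made at several loci or from the pattern of the 5′ nucleotide. That stars follow the activity of SlDCL1 more closely than stable mature miRNAs may be a further explanation and was not tested.

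The 4 up-regulated mature sequences of *MIRNA* clusters are all 21 nt long, and each had a higher CPM in both *35S>>SlDCL1IR* libraries than in both control libraries. In each other setting that kept all libraries, 4 mature sequences were up-regulated. These counts alone do not show whether they were the same 4 each time. No explanation was tested.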
